# Metal organic framework based synergistic improvement of hypoxia for optimizing diabetic wounds healing

**DOI:** 10.1016/j.mtbio.2026.103169

**Published:** 2026-04-30

**Authors:** Yunxian Dong, Lei Ren, Xiaoling Cao, Zhongye Xu, Zhongping Zhang, Jian Wang, Shiqi Wang, Zirui Zhao, Dongming Lv, Yongqing Li, Hui Fu, Zhigang Meng, Jia Tao, Peng Zhao, Bing Tang, Qing Tang

**Keywords:** Diabetic wound, Metal organic framework, Wound healing, Macrophage polarization, Reactive oxygen species

## Abstract

In the physiological process of wound healing, an appropriate level of inflammation is conducive to the clearance of necrotic tissue and cells. However, due to insufficient blood supply and a high-glucose microenvironment, diabetic wounds have long been in a state of severe hypoxia and inflammation, which seriously hampers their transition to the proliferative stage. This study puts forward a strategy to synergistically ameliorate hypoxia based on ZnO_2_/CeO_2_@ZIF-8 (ZCZ). Specifically, ZnO_2_ generates exogenous O_2_ upon reacting with H_2_O, while CeO_2_ converts endogenous reactive oxygen species (ROS) into O_2_. During the early-stage repair processes, ZCZ can promote the proliferation, migration, and tubular formation of vascular endothelial cells, as well as neovascularization. Through an in vivo diabetic wound model, it was observed that ZCZ significantly reduced the wound healing time. It also enhanced the dermal thickness by increasing collagen deposition, along with elevating the presence of M2 macrophages, augmenting neovascularization, and improving the oxygen-carrying capacity. Mechanism studies have indicated that ZCZ mainly exerts its effects through inhibiting the IL6/JAK2/STAT3 pathway. Consequently, the proposed strategy not only offers a novel clinical option but also paves a new path for the management of chronic and recalcitrant wounds.

## 1 Introduction

Diabetic wound is one of the most prevalent and severe chronic complications among diabetic patients, characterized as a typical chronic refractory wound [1,2]. Despite standardized treatment, only 30% of diabetic wounds heal after 5 months. Therefore, developing an effective treatment strategy to promote diabetic wound healing is crucial [3]. The physiological healing process of wounds consists of four stages: hemostasis and coagulation, inflammation, proliferation, and remodeling [4]. During the initial stages of hemostasis and early inflammation, macrophages polarize into classically activated (or inflammatory) macrophages (M1), enhancing the clearance of necrotic tissue and cells on the wound surface by secreting inflammatory cytokines and chemokines [5,6]. In the late inflammatory and proliferative stages, macrophage polarize into alternatively activated (or wound-healing) macrophages (M2), which inhibit the inflammatory response and promote tissue repair by secreting anti-inflammatory factors and growth factors [[7], [8], [9]]. However, diabetic wounds are characterized by high glucose levels, hypoxia, and excessive reactive oxygen species (ROS), leading to the obstruction of macrophage polarization to the M2 phenotype and the persistence of M1 [10,11]. The wound remains in the inflammatory stage for an extended period and fails to transition to the proliferative stage [12]. Therefore, reducing the inflammatory response caused by oxidative stress, promoting angiogenesis, and improving tissue oxygen content are key to promoting diabetic wound healing.

In recent years, metal oxides and metal peroxides have displayed great potentials in regulating the microenvironment of disease [13]. Zinc ions can induce angiogenesis, and exhibit anti-inflammatory and antioxidant abilities, making them a robust tool for treating ischemic diseases of the lower limbs [14,15]. ZnO nanoparticles have traditionally been used to promote wound healing [15,16]. Compared to ZnO, Zinc peroxide (ZnO_2_) has the advantage of carrying exogenous oxygen (O_2_) as it can react with water to generate O_2_ [17,18]. Cerium dioxide (CeO_2_) has the characteristic of mimicking multiple antioxidant enzymes, such as superoxide dismutase (SOD) and catalase, which can convert O_2_^•−^ and H_2_O_2_ into oxygen (O_2_), respectively [[19], [20], [21]]. Based on this analysis, it is speculated that the combination of ZnO_2_ and CeO_2_ can synergistically improve the microenvironment of diabetic wounds by co-delivering exogenous and endogenous oxygen, reducing oxidative stress, promoting angiogenesis.

Apart from the active subject, a proper carrier is necessary to design a nano-materials with high stability and efficiency. Metal-organic frameworks (MOFs) are a class of 2D or 3D porous organic-inorganic hybrid crystalline materials where the metal center and organic ligand are interconnected through self-assembly, such as zinc imidazole framework-8 (ZIF-8), etc [22]. In recent decades, MOFs have garnered significant attention in biomedical research, including biosensing, drug delivery, magnetic resonance imaging, and disease treatments [23,24]. The outstanding performances of MOFs are attributed to their structure-related multiple properties [25,26]. Firstly, they have high drug loading capacity due to their large surface area and high porosity [27]. Secondly, the metal ions (or metal clusters) and ligands are easily designed and modified, endowing MOFs with good biocompatibility and controlled release of active substances [23,28]. Thirdly, MOFs can participate in the composition of drug transport systems, allowing them to be triggered under various specific conditions (heat, magnetic, pH, and redox, etc.) [29,30]. Thus, MOFs can serve as powerful tools for co-delivering ZnO_2_ and CeO_2_ nanoparticles.

Herein, a novel nanocomposite ZnO_2_/CeO_2_@ZIF-8 (ZCZ) was constructed via hydrothermal reactions intended to improve diabetic wound healing (Scheme 1). In vitro experiments revealed that ZCZ is effective in providing endogenous and exogenous oxygen, eliminating ROS, improving the proliferation and migration of human umbilical vein endothelial cells (HUVECs), and inducing phenotypic polarization of macrophages. Specifically, in a high-glucose environment, ZCZ could enhance the survival ability of HUVECs, inhibit the expression of proinflammatory cytokines (IL1β, TNF-α, IL6), and promote the expression of pro-repair cytokines (IL4, IL10, TGF-β) in RAW 246.7 cells. ZCZ with a higher ratio of CeO_2_/ZnO_2_ (Z_1_C_2_Z) performed better than that with a lower ratio of CeO_2_/ZnO_2_ (Z_1_C_1_Z). In vivo, after injecting the nano-materials around the wounds of db/db mice, the Z_1_C_2_Z group achieved a wound healing rate of 98% on day 21, compared to 52.7% in the control group. Pathology and photoacoustic imaging results suggested that the ZCZ group achieved better healing quality, including lower inflammatory factors, increased M2 macrophage polarization, enhanced neovascularization, and higher oxygen supply. Mechanistically, RNA sequencing further revealed that ZCZ promotes wound healing through the IL6/JAK2/STAT3 pathway.

**Scheme 1:**
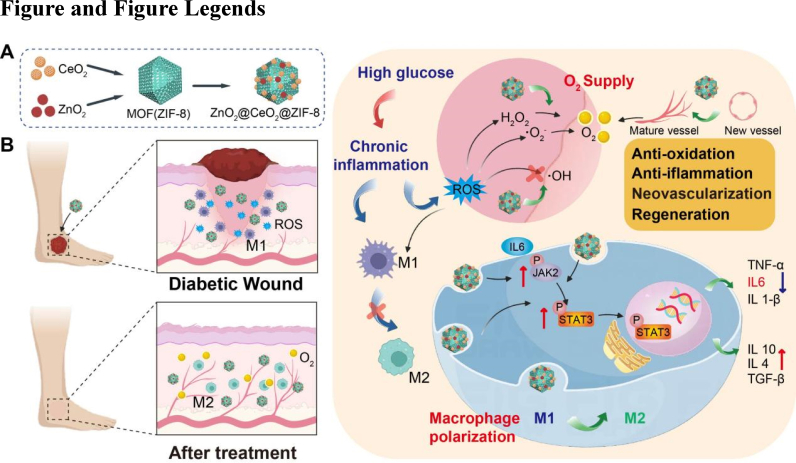
**Schematic illustration of the preparation of ZCZ, and the effect on diabetic wound treatment.** (A) Illustration of the ZCZ synthesis method. (B) Schematic illustration of ZCZ for diabetic wound healing by M2 macrophage polarization, increasing oxygen supply, and promoting vascularizaion.

## 2 Methods and materials

### 2.1 Materials and reagents

Polyvinyl Pyrrolidone (PVP), Ce(NO_3_)_3_, ethanol, Zn(NO_3_)_2_, 2-methylimidazole (2-MI), methanol, polyethylene glycol (PEG), NaNO2, HCl, NaOH, KO_2_, NH_4_OH, H_2_O_2_, 5-tert-Butoxycarbonyl-5-methyl-1-pyrroline N-oxide (BMPO), 18-crown-6, Rhodamine B, diethyl ether and dimethyl sulfoxide (DMSO) were purchased from Macklin (Shanghai, China). 1 × DMEM medium, fetal bovine serum (FBS) and tris(4,7-diphenyl-1,10-phenanthroline) ruthenium II dichloride complex (Ru(dpp)_3_Cl_2_ were purchased from Gibco (New York, USA). Endothelial cell medium was purchased from ECM, ScienCell (USA). 4% paraformaldehyde, Triton- × 100, goat serum and rat tail collagen were purchased from Solarbi (Beijing, China). Cell Counting Kit-8 (CCK8) kit, phenylmethylsulfonyl fluoride (PMSF), radioimmunoprecipitation assay (RIPA) buffer and Bicinchoninic Acid (BCA) protein assay kit was purchased from Fudebio (Hangzhou, China). Collagenase type II was purchased Yuanye (Shanghai, China). Cell live-dead kit and 4,6-diamidino-2-phenyiindole 2 hci (DAPI) were purchased from keyGEN (Nanjing, China). Annexin V-FITC/PI apoptosis kit, TUNEL in situ apoptosis Kit (Green, FITC), reactive oxygen species (ROS) fluorometric assay kit (2,7-dichlorofluorescein, DCFH-DA), mitochondrial membrane potential assay kit (with JC-1) and mitochondrial extraction assay kit were purchased from Elabscience (Wuhan, China). Polyvinylidene difluoride (PVDF) membranes was purchased from Roche (Mannheim, Germany). Citric acid antigen recovery buffer, 2.5% glutaraldehyde, hydrogen peroxide solution, hematoxylin-eosin (HE) high definition constant dye kit, Masson Tri-Color dyeing solution, Picrosirius Red dye and immunohistochemical kit were purchased from Servicebio (Wuhan, China). For immunofluorescence staining, the primary antibodies included γ-H2AX (CST, USA, #9718), HIF-1α (CST, USA, #36169), iNOS (CST, USA, #13120 and Abcam USA, ab209027), CD206 (CST, USA, #24595), F4/80 (Bioss, China, bsm-34028M). Enzyme linked immunosorbent assay (ELISA) kits of TNF-α, IL-1β, IL-6, IL-4, TGF-β1, IL-10 were purchased from BYabscience (Nanjing, China). Hydroxyproline colorimetric assay kit was purchased from BioVision (San Francisco, USA).

### 2.2 Preparation of ZnO_2_@CeO_2_@ZIF-8

Firstly, 500 mg of Zn(NO_3_)_2_ and 1g PVP were mixed under vigorous strring in 60 mL ethanol. Next, 5 mL of NH_4_OH (0.8 M) was added and 1 mL H_2_O_2_ (1M) was added drop by drop. After 1.5 h, the ZnO_2_ nanoparticles were separated by centrifugation and washed with ethanol.

CeO_2_ nanoparticles were synthesized using wet chemistrymethods. Briefly, the Ce(NO_3_)_3_ was dissolved in deionized water, the solution was oxidized using excess hydrogen peroxide. After 1.0 h, the CeO_2_ nanoparticles were separated by centrifugation and washed with ethanol.

5 mg ZnO_2_ nanoparticles and 5 mg (or 10 mg) CeO_2_ nanoparticles were added to 10 mL of methanol and sonicated for 10 min. Then, 0.5 g 2-methylimidazole and 0.1 g Zn(NO_3_)_2_ were added to the solution and reacted at room temperature for 30 min. The prepared ZnO_2_@CeO_2_@ZIF-8 (ZCZ) was separated by centrifugation, washed with methanol and finally dispersed in 10 mL methanol. For the ZCZ with different ratio of ratio of CeO_2_/ZnO_2_, 5 mg and 10 mg CeO_2_ nanoparticles were used to synthesize Z_1_C_1_Z and Z_1_C_2_Z, respectively.

### 2.3 Characterization of ZCZ

The surface morphology, elemental distribution of ZCZ were analyzed using high-resolution transmission electron microscopy (HRTEM, JEM-2100F, JEOL, Japan). The X-ray photoelectron spectroscopy (XPS) was measured by X-ray photoelectron spectrometer (ESCALAB-250Xi, Thermo, USA). The Fourier transform infrared (FT-IR) spectra was obtained using an infrared spectrometer (Nicolet-6700, Thermo, USA). Dynamic light scattering and ζ potential of the nanoparticles were measured using Malvern Zeta Sizer Nano series (Nano ZS, Malvern Instruments, U.K.).Ultraviolet-visible-near-infrared spectra of NPs were measured by spectrophotometer (PerkinElmer Lambda 750, USA).

### 2.4 ROS-scavenging ability

CAT-like ability studies were performed with the UV-vis absorption spectra (UV-5500PC, METASH, China) to obtain absorbance of H_2_O_2_ solution in the absence and presence of CeO_2_ and ZCZ. In a typical assay, H_2_O_2_ solution (200 μL, 40 mM) mixed with different materials (20 μL) was added into the colorimetric dish and then performed UV-vis absorption spectra. Absorbance of H_2_O_2_ solutions at different concentration without and with nanozymes was monitored at 351 nm.

SOD-like ability studies were implemented as manufacturer's instructions describe in the SOD assay kit (Elabscience, Wuhan, China). Absorbance at 450 nm was detected by UV-Vis spectrum for further SOD activity ascertaining.

### 2.5 RNS-scavenging ability

For ONOO^−^ generation, NaNO_2_ solution (10 mL, 50 mM) was mixed with H_2_O_2_ (10 mL, 25 mM) under stirring in a 50-mL beaker for 3 min. Then HCl (5 mL, 1 M) and NaOH (5 mL, 1.5 M) were poured in sequence within 1 s. And stirring was keeping on until the reaction mixture turns from transparent into light yellow. The entire process was operated under an ice-water bath. The resulting solution was diluted suitably to obtain the characteristic peak of ONOO^−^ at 302 nm. Then, CeO_2_ or ZCZ (3 mg/mL, 10 μL) were added to the weak solution (190 μL) to observe the absorption at 302 nm with the reaction time.

For DPPH• radical scavenging activity, different concentrations of ZCZ solutions (0∼800 μg/mL) and HAc/NaAc buffer (180 μL. 100 mM) were added to DPPH ethanol solution (0.3 mM, 200 μL) and whirls violently in the dark. The UV absorbance was monitored at 517 nm every 5 min within 40 min, and the detection range of UV spectra was 400-700 nm.

### 2.6 Cell culture

The human umbilical vein endothelial cells (HUVECs) and Raw 264.7 cells were acquired from Shanghai Zhong Qiao Xin Zhou Biotechnology Co.,Ltd. Raw 246.7 cells were cultured in DMEM supplemented with 10% FBS at 37 °C in 5% CO_2_. HUVECs were cultured in ECM supplemented with 10% FBS (Gbico) at 37 °C in 5% CO_2_. For experimental treatment, cells were subjected to normal glucose (NG, 5 mmol/L) or high glucose (HG, 30 mmol/L) for further experiments.

### 2.7 Cellular uptake ability assay

HUVECs were seeded in a confocal glass bottom dish at a density of 2000 cells and cultured for 24 h. After the HUVECs incubated with Rhodamine B-conjugated Z_1_C_1_Z and Z_1_C_2_Z for 1.5, 3 and 6 h, the cells were fixed with 4% paraformaldehyde, sequentially stained with DAPI, and finally observed with a confocal laser scanning microscopy (CLSM, LSM880 Basic Operation, Zeiss).

### 2.8 In vitro cytotoxicity and cell viability assay

HUVECs and Raw 264.7 cells (2 × 10^3^ cells/well) were cultured in 96-well plates overnight and treated in triplicate with different doses of Z_1_C_1_Zand Z_1_C_2_Z (0, 10, 25, 50, 100, 200 μg/mL) for 12-48 h. The nano-materials were dissolved in phosphate buffer solution (PBS). The cell viability was determined using a CCK8 kit per the manufacturer's protocol. We stained the cells by Calcein/PI for 10 min and observed the morphology of the cells by confocal microscopy (LSM880 Basic Operation, Zeiss, Germany).

### 2.9 Intracellular ROS production detection

The impact of different nano-materials on ROS production in HUVECs was determined by flow cytometry and immunofluorescence. HUVECs were treated in triplicate with different nano-materials (Z_1_C_1_Z and Z_1_C_2_Z) at 37 °C for 48 h, then culture media was replaced with 500 μM of H2O2 for 2 h. Then the cells were cultured in serum-free DMEM in the presence of 10 μM DCFH-DA at 37 °C for 30 min in the dark. The cells were harvested for flow cytometry analysis in a Beckman Cyan flow cytometer (Beckman Coulter, Brea, CA, USA) and immunofluorescence staining.

### 2.10 Intracellular mitochondrial membrane potential detection

The impact of lycorine on mitochondrial potential of HUVECs was analyzed using JC1 staining. Briefly, HUVECs were treated in triplicate with 50 μg/mL of Z_1_C_1_Z and Z_1_C_2_Zat 37 °C for 48 h, then incubated with 500 μM of H2O2 for 2 h, and stained with JC-1 for 15 min at 37 °C in the dark. After being washed, the cells were analyzed under a fluorescence microscope (LSM880 Basic Operation, Zeiss).

### 2.11 Immunofluorescence staining

HUVECs and Raw 264.7 cells were cultured on glass coverslips in dishes overnight, and treated with different conditions for 48h. The cells were fixed with 4% paraformaldehyde for 30min, permeabilized with 0.25% of Triton-X100 for 20 min, blocked with goat serum for 1 h at room temperature. The cells were incubated with primary antibodies overnight at 4 °C. After being washed, the bound antibodies were reacted with fluorescent secondary antibodies at room temperature for 1 h and co-stained with DAPI. The fluorescent signals were captured under a confocal microscopy (LSM880 Basic Operation, Zeiss). Similarly, mice wound scar tissue sections were fixed in 4% paraformaldehyde and subjected to immunofluorescence. The concentration of all primary antibodys was 1:400.

### 2.12 Enzyme linked immunosorbent assay (ELSA)

Raw 264.7 cells were treated with M1 macrophage inducer (60 ng/mL LPS + 20 ng/mL INFγ) or M2-type macrophage inducer (20 ng/mL IL4) and different nano-materials (Z_1_C_1_Z and Z_1_C_2_Z) for 48 h in high glucose. Briefly, the cells were homogenized with RIPA buffer and centrifuged at 10,000 rpm for 15 min at 4 °C. The supernatant was collected and used for determination of the protein levels of TNF-α, IL-1β, IL-6, IL-4, TGF-β1, IL-10, using ELISA kits following the manufacturer's protocols.

In vivo, mouse wound skin was homogenized with RIPA buffer. The remaining procedures were the same as in vitro experiments. Determination of the protein levels of TNF-α, IL-1β, IL-6 at day 7 and IL-4, TGF-β1, IL-10 at day 14, respectively.

### 2.13 Wound healing assay

HUVECs were cultured in 6-well plates and when they reached 100% confluence, the monolayer of cells was wounded by a scratch using a pipette tip. After washing out the non-adherent cells, the remaining cells were cultured for 24 h in different conditions. The wound healing of cell monolayer in each well was photoimaged and the percent of wound healing was calculated using ImageJ software.

### 2.14 Transwell assay

The HUVECs were digested, centrifuged and resuspended in serum-free medium. 600 μL of medium containing 20% FBS was added to the lower chamber of the 24-well plate. There were five groups: low glucose, high glucose, high glucose with Z_1_C_1_Z and Z_1_C_2_Z respectively. Then, 200 μL of cell suspension was added to the transwell chamber (without gel). The high nutritional content of the medium in the lower chamber should promote cell migration. The number of cells entering the lower chamber reflects the invasion ability of cells. 2 × 10^3^ cells were seeded in each chamber. Cells were cultured for 24 h in different conditions. The next day, transwell chamber were taken out and non-migrated cells were wiped off. Then, chambers with cells were fixed with paraformaldehyde for 30 min and stained with 0.1% crystal violet for another 30 min. The number of cells in five visual fields was counted immediately under 10 × magnification.

### 2.15 Tube formation assay of HUVECs

The Matrigel was prelaid on the bottom of the 24-well plate at 4 °C, then the high-glucose medium was mixed with the three nano-materials to achieve a drug concentration of 50 μg/mL. Finally, HUVECs were resuspended seeded with 5 × 10^4^ cells per well into 24-well plate for 24 h. The tube in each well was photoed and quantified using ImageJ software.

### 2.16 Oxygen generation assay

HUVECs were treated in triplicate with different nano-materials (Z_1_C_1_Z and Z_1_C_2_Z) at 37 °C for 48 h, then culture media was replaced with 500 μM of H_2_O_2_ for 2 h. Then the cells were cultured in serum-free DMEM in the presence of 10 μM Ru(dpp)_3_Cl_2_ at 37 °C for 30 min in the dark. The cells were harvested for immunofluorescence staining.

### 2.17 Hemolysis test

A hemolysis test was performed to evaluate the blood compatibility of the samples [31]. Fresh blood was obtained from 10-weeks old db/db mice. Briefly, Z_1_C_1_Z and Z_1_C_2_Z were added to tubes containing physiological saline (0.5 mL). Diluted blood (0.5 mL) was added and the mixture was incubated at 37 °C. After 60 min, the solution was centrifuged at 1000 rpm for 15 min and the absorbance at 540 nm was recorded. DI water and PBS were selected as positive and negative groups, respectively. Hemolysis was measured using Equation (1):

(1) Hemolysis ratio (%) = [(OD_h_ - OD_n_) / (OD_p_ - OD_n_)] × 100%

where, OD_h_, OD_n_, and OD_p_ indicate the absorbance values of the sample, PBS, and DI water groups, respectively.

### 2.18 Animal wound model

**2.18.1 For C57BL mice** 6-weeks old C57BL mice were from Guangdong medical laboratory animal center. This study was approved by the Ethics Committee for Clinical Research and Animal Trials of the First Affiliated Hospital of Sun Yat-sen University (Guangzhou, China, approval number: lunshen [2021] 168). Thirty-six C57BL mice were anesthetized by inhaling isoflurane, and two circular 10-mm full-thickness wounds were created on their dorsum. The wounds were divided into three groups randomly: control group (PBS), Z_1_C_1_Z group and Z_1_C_2_Z group. Following the wounded, the wound healing process were monitored longitudinally. Three rats of each group were sacrificed at days 0, 7, 14, and 21, respectively, and the wound tissues were harvested for histological analysis.

2.18.2**For diabetic db/db mice** 10-weeks old db/db mice were from Guangdong medical laboratory animal center. Thirty-six db/db mice were anesthetized by inhaling isoflurane, and two circular 10-mm full-thickness wounds were created on their dorsum. The wounds were divided into three groups randomly: control group (PBS), Z_1_C_1_Z group and Z_1_C_2_Z group.

Following the wounded, the wound healing process were monitored longitudinally. Three rats of each group were sacrificed at days 0, 7, 14, and 21, respectively, and the wound tissues were harvested and separated into two halves across the center: one half was processed for histological, immunohistochemistry and immunofluorescent analysis, and the other was rapidly frozen in liquid nitrogen for ELISA and protein analysis.

### 2.19 Transcriptomics and bioinformatics analysis

The effect of ZCZ on gene transcription in mouse skin wounds tissue was determined by RNA-seq and bioinformatics techniques performed at oebiotech (Shanghai, China). Briefly, skin tissue from mice wounds was taken from mice treated with ZCZ for 15 days. And their total RNA was extracted using the RNA Easy Fast Tissue/Cell kit (TIANGEN, China), followed by RNA sequencing. The differentially expressed genes (DEGs) were determined by a fold-change of 2 or p < 0.05. The distribution of DEGs was presented by the volcano map and the top DEGs were exhibited by a heatmap. The potential functions of DEGs were analyzed by Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) using the clusterProfiler R package (3.4.4) as well as by GSEA (http://www.broadinstitute.org/gsea/). Raw data are deposited in the Gene Expression Omnibus database under accession code GSE324514 (https://www. ncbi.nlm.nih.gov/geo/).

### 2.20 Histopathology

The dissected wound tissues were fixed in 10% of formalin overnight and paraffin-embedded. The tissue sections (5 μm) were regularly stained with hematoxylin and eosin and masson staining. The stained tissue sections were captured under a light microscope (Digital pathology section scanner, KFBIO, China, KF-PRO-020-HI).

### 2.21 Hydroxyproline assay

The hydroxyproline content of the wound skin tissue was utilized to assess collagen, and measured by the Hydroxyproline Colorimetric Assay Kit (BioVision, San Francisco, CA, USA) according to the manufacturer's instructions. Briefly, wound skin tissue was hydrolyzed, oxidized by H_2_O_2_ and colored by p-dimethylaminobenzaldehyde, and absorbance was tested at 540 nm. The amount of Hydroxyproline was expressed as mg/g tissue.

### 2.22 Photoacoustic imaging

For functionalized blood vessel evaluation, mouse wounds were scanned on day 21 using the Multispectral Optoacoustic Tomography inVision system (iThera Medical, Germany). The percentages of average hemoglobins and oxygenated hemoglobin percentages in total in the regenerative tissues were quantified using the ImageJ tools.

### 2.23 Statistical analysis

The data are expressed as mean ± SD. The difference between two groups was analyzed by the unpaired *t*-test analysis and the difference among multiple groups was analyzed by one-way ANOVA and post hoc Bonferroni's correction using SPSS 24.0 software. P-value of <0.05 was considered statistically significant.

## 3 Results

### 3.1 The characterization of ZCZ

Transmission electron microscopy (TEM) results indicated that the ZCZ had a size of about 100 nm, with CeO_2_ and ZnO_2_ nanoparticles uniformly distributed in ZIF-8 (Fig. 1A). The X-ray photoelectron spectroscopy (XPS) spectrum for core level peaks of C 1s, N 1s, O 1s, Ce 3d, and Zn 2p electrons in ZCZ are illustrated in Fig. 1B. The XPS spectrum for Zn 2p showed two peaks at 1042.1 eV (1/2) and 1019.0 eV (1/2) (Fig. 1C). XPS analysis also confirmed the four characteristic peaks of Ce^3+^ and Ce^4+^ (Fig. 1D). The peaks centered on 914.2 eV and 895.6 eV belong to 3d3/2 and 3d_5/2_ states of Ce^4+^. The 3d_3/2_ and 3d_5/2_ states of Ce^3+^ are located at 898.6 eV and 880.2 eV. In addition, two satellite peaks appear at 892.3 eV and 907.6 eV, respectively [32]. The peaks centered on 914.2 eV and 895.6 eV belong to 3d_3/2_ and 3d_5/2_ states of Ce^4+^. The 3d_3/2_ and 3d_5/2_ states of Ce^3+^ are located at 898.6 eV and 880.2 eV. In addition, two satellite peaks appear at 892.3 eV and 907.6 eV, respectively [32,33]. Fourier transform infrared (FTIR) spectra showed two characteristic peaks at 420 cm^−1^ and 526 cm^−1^, which belong to ZnO_2_ (Zn-O) and CeO_2_ (Ce-O) respectively (Fig. 1E) [34,35]. And the vibration peak at 1380 cm^−1^ for the peroxy bond. The ZIF-8 exhibits characteristic peaks (Fig. 1E) at 1580 cm^−1^ (corresponding to C=N elongation vibration), in the range of 1300 to 1460 cm^−1^ (indicating aromatic ring vibrations), at 1146 cm^−1^ and 950 cm^−1^ (representing stretching of the aromatic group C-N bonds). Furthermore, the characteristic peaks at 735-760 cm^−1^ are associated with the folding of the aromatic group C-H bond, while the peaks at 692 cm^−1^ are attributed to the imidazole ring of the organic ligand (Fig. 1E) [36,37].The hydrodynamic diameters of CeO_2_ and ZCZ were determined to be 22.63 and 110.04 nm, respectively (Fig. 1F). The zeta potential of CeO2 and ZCZ was detected as −27.5 mV and −22.3 mV (Fig. 1G).

**Fig. 1:**
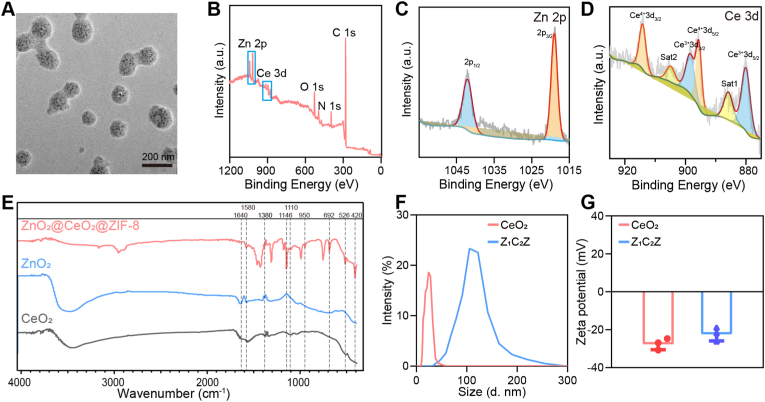
Characterization of ZCZ. (A) TEM of ZCZ, Scale bar: 200 nm. (B) XPS of ZCZ. (C) Zn 2p and D) Ce 3d spectra of ZCZ. The (E) FTIR spectra, (F) hydrodynamic diameter distribution and (G)zeta potential of different nanoparticles.

### 3.2 The antioxidant enzyme simulated ability of ZCZ

The ZnO_2_ was used due to two reasons, the release of Zn^2+^ and H_2_O_2_, the latter can serve as an oxygen carrier with the existence of antioxidant enzyme, such as catalase (CAT) [38]. Therefore, the H_2_O_2_ production capacity of ZnO_2_ was measured by potassium permanganate method [39]. As shown in Fig. S1, it was observed a proportional increase of H_2_O_2_, which was resulted from the reaction of ZnO_2_ with H_2_O. Then, the CAT-like activity of CeO_2_ and ZCZ was determined by UV-visible spectroscopy. With the increase of the amount of CeO_2_ (0-1000 μg/mL) added to the system, the more H_2_O_2_ was decomposed, the lower the absorption peak value at 351 nm (Fig. S2A and S2B). In Fig. S2C and S2D, the peak intensity at 351 nm also decreased with the increase of ZCZ concentration, which was mainly due to the CAT-like activity of CeO_2_ on its surface.

The SOD-like activity of ZCZ was subsequently examined (Fig. S3), it can be seen that the absorption intensity at 450 nm decreased with the ZCZ concentration increased from 112.5 μg/mL to 890 μg/mL, confirming its SOD-like activity [40]. Finally, the capacity of ZCZ for the removal of reactive nitrogen species (RNS) including ONOO^−^ was investigated. As evidenced in Fig. S4, the absorption at 302 nm gradually decreased with increasing ZCZ concentration of 0-800 μg/mL. The scavenging ability of ZCZ against DPPH, a stable organic free radical, has also been confirmed, as illustrated in Fig. S5.

### 3.3 Biocompatibility of ZCZ

Before the further medical application, the cytocompatibility of ZCZ nanoparticles was evaluated. Firstly, the Human umbilical vein endothelial cells (HUVECs) were treated with Rhodamine B-labeled ZCZ, and fluorescent images in Fig. S6 demonstrated the cellular uptake of ZCZ at 0, 3, and 6 h. Then, HUVECs and macrophage RAW 264.7 were treated with a gradient concentration of 0-200 μg/mL at 24 h and 48 h respectively by CCK8 assay. As shown in Fig. 2A and B, after 24 h of treatment, the survival rates of HUVECs at 50 μg/mL were 94.0% (Z_1_C_1_Z) and 92.7% (Z_1_C_2_Z), and the cell viability of RAW264.7 was also >90% (Fig. 2C and D). When the concentration ofZ_1_C_1_Zand Z_1_C_2_Z was increased to 100 μg/mL, the cell vitality of HUVECs decreased to 68.0% and 69.3%, and that of RAW264.7 was 61.7% and 59.7%, respectively. Therefore, 50 μg/mL was selected as the optimized concentration for subsequent experiments. Further, HUVECs were stained with calcein AM (2 μM) and propidium iodide PI (8 μM), red fluorescence was almost invisible at 50 μg/mL, also indicating the well cytocompatibility (Fig. S7). Before the in vivo experiments, the biosafety of ZCZ was evaluated through hemolysis assay. Fig. S8 showed that neitherZ_1_C_1_Znor Z_1_C_2_Z can induce hemolysis of red blood cells of C57 mouse, indicating its well biosafety.

**Fig. 2:**
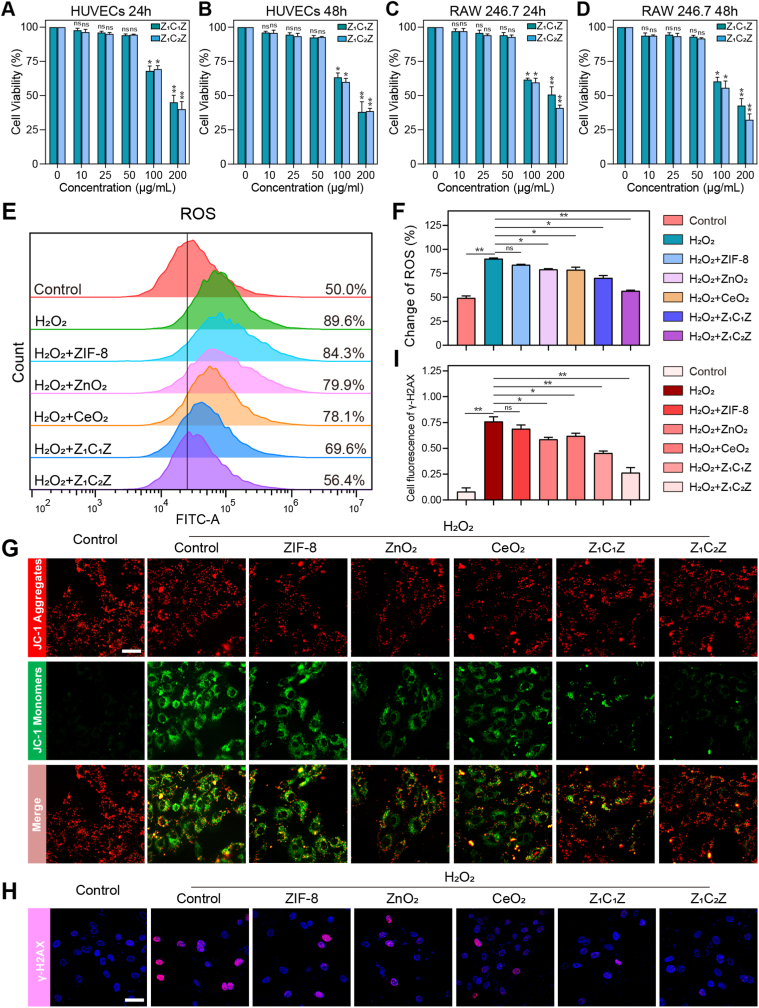
Nano-materials attenuated H_2_O_2_-induced ROS generation and oxidative stress damage in HUVECs. (A-D) Cell survival of HUVECs and RAW246.7 treated withZ_1_C_1_Zand Z_1_C_2_Z at concentrations from 0 to 200 μg/mL at 24 h and 48 h, n = 3. (E, F) Flow cytometry analysis of ROS with DCFH-DA probe in HUVECs with different treatments for 24 h, n = 3. (G) Representative images of mitochondrial membrane potential detected by JC-1 fluorescent probe, n = 3. Scale bar: 20 μm. (H, I) Immunofluorescence photos for the effect of different nano-materials on the expression of γ-H2AX, n = 3. Scale bar: 20 μm. Data are mean standard error of the mean, p values are based Student's *t*-test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.01, ns, nonsignificant.

In vivo, H&E staining results of major organs of both C57 and db/db diabetic mice in different groups showed no significant difference between the control group and the treatment groups, and no damage, infection or inflammation of heart, liver, spleen, lung and kidney were observed (Figs. S9 and S10). In addition, there was no significant difference in body weight between the experimental and control groups for C57 and db/db mice (Figs. S11 and S12).

### 3.4 ZCZ protected cells from oxidative damage

In diabetic wounds, the high level of blood glucose leads to the oxidative stress microenvironment, which is not conducive to HUVECs proliferation and seriously affects the wound healing efficiency [41,42]. Based on the efficient free redical removal effect of ZCZ, we then examined the ability of ZCZ for protecting HUVECs from oxidative damage. HUVECs were treated with H_2_O_2_ (5 mM) to simulate the oxidative stress damaged microenvironment. The severity of oxidative stress damage can typically be ascertained by directly detecting the level of ROS in cells. As shown in Fig. 2E and F, the ROS level in the H_2_O_2_ treatment group was significantly higher than that in the blank control group. Moreover, mitochondria is the main effector organelles of ROS, recent studies reported that the removal of mitochondrial ROS by antioxidants significantly accelerated skin wound healing in diabetic mice. Therefore, JC-1 probe was used to label mitochondria, in which the ratio of green and red fluorescence could indicate the change of mitochondrial membrane potential (MMP). In the MMP change detection (Fig. 2G), the green-red fluorescence ratio in the control group was 0.06, indicating that the mitochondria had a normal MMP, while in the H_2_O_2_ group, the green fluorescence became stronger and the ratio increased to 1.32. The above data have confirmed that HUVECs treated with H_2_O_2_ (5 mM) are unequivocally in a state of oxidative stress damage.

Compared to the control group, H_2_O_2_ caused 30% of HUVECs to die, and the proportion of dead cells decreased after pretreatment with 50 μg/mL concentrations of Z_1_C_1_Z and Z_1_C_2_Z (Fig. S13A and B). Next, we investigated ROS levels in HUVECs treated with different materials co-incubated with H_2_O_2_. DCFH-DA (2′, 7′- Dichlorodihydrofluorescein diacetate) was used to detect the levels of ROS. After H_2_O_2_ (5 mM) treatment, ROS generation in HUVECs increased significantly. Initially, we investigated the effects of ZIF-8, ZnO_2_, and CeO_2_ on ROS scavenging. ZIF-8 alone had a negligible effect on ROS scavenging, while ZnO_2_ and CeO_2_ alone could slightly reduce the level of ROS (Fig. 2E and F). Interestingly, pretreatment of Z_1_C_1_Z and Z_1_C_2_Z significantly promoted ROS clearance respectively (Fig. S14). Further flow cytometry showed that the ROS scavenging capacity of Z_1_C_1_Z and Z_1_C_2_Z was 19.8% and 33.2%, respectively (Fig. 2E and F).

Next, it was found that the pretreatment of HUVECs with ZCZ significantly protected MMP from the negative effects of H_2_O_2_ (Fig. 2G). Compared with the H_2_O_2_ group (1.32), the green-red fluorescence ratio in ZIF-8, ZnO_2_, and CeO_2_ groups all decreased to varying degrees, being 1.12, 1.09 and 0.94, respectively. After pretreatment with Z_1_C_1_Z and Z_1_C_2_Z, the green fluorescence/red ratio further decreased to 0.83 and 0.54, respectively, indicating increased MMP (Fig. 2G–S15).

Cellular DNA damage is also a result of excessive oxidative stress, and γ-H2AX serves as a biomarker that can clearly reflect the degree of DNA damage and repair. As shown in Fig. 2H and I, the addition of ZCZ significantly reduced the expression of γ-H2AX in the nucleus compared with the H_2_O_2_ control group, suggesting a good protective function against DNA damage. These results collectively confirmed the protecting effect of ZCZ to HUVECs from oxidative stress damage. The above evidence indicates that ZCZ, as a nano-composite, has a stronger ability to resist oxidative stress damage compared with ZIF-8, ZnO_2_ and CeO_2_ alone.

### 3.5 ZCZ promotes the polarization of macrophages from M1 to M2

The repair process of skin injury includes multiple phases of coagulation, inflammation, proliferation and remodeling. Among these phases, two transition process including the polarization of macrophages and neovascularization are significant to wound healing [43]. As for normal wounds, the moderate inflammation is positive for pathogen removal, and the inflammatory phase enters the repair phase smoothly within 3-10 days [2]. However, in diabetic wound, a prolonged inflammatory response prevents the onset of the proliferative and remodeling phases [1,44]. In addition to the aggravation of oxidative stress damage, another major reason for the prolonged inflammatory phase is the abnormal polarization of macrophages [45]. In brief, impaired polarization of M1 to M2 allows M1 to persist, resulting in the accumulation of inflammatory cytokines and the arrest of the inflammatory phase rather than the failure to enter the repair phase [45].

In order to study the effect of ZCZ towards the polarization of macrophages, RAW 264.7 was pretreated with Z_1_C_1_Z and Z_1_C_2_Z, then M1 macrophage inducer (60 ng/mL LPS and 20 ng/mL INF-γ) and 30 mmol/L glucose were added to simulate inflammatory macrophages in HG environments. The results of immunofluorescence in Fig. 3B showed that LPS and IFN-γ induced the number of iNOS positive cells increased significantly. Moreover, the cells become elongated and irregular from a round-like shape, which is also an important feature of M1 macrophages. Interestingly, in the ZCZ pretreatment groups, the number of iNOS^+^ cells gradually decreased (Fig. 3B–S16). On the contrary, IL4 (20 ng/mL, M2 macrophage inducer) was used to induce polarization of RAW246.7 cells towards M2 macrophages, and the expression of CD206 was elevated. Then, the number of CD206^+^ cells in ZCZ group was gradually increased compared with that in IL4 only group (Fig. 3C–S17), suggesting that ZCZ induced macrophage polarization to M2. ELASA analysis was performed on the supernatant of RAW 264.7 culture, and it was found that ZCZ significantly decreased the concentration of pro-inflammatory cytokines secreted by M1, such as TNF-α, IL1β and IL6 (Fig. 3D–F), while the concentration of pro-repair cytokines secreted by M2, including arginase (Arg), TGF-β and IL10, increased (Fig. 3G–I).

**Fig. 3:**
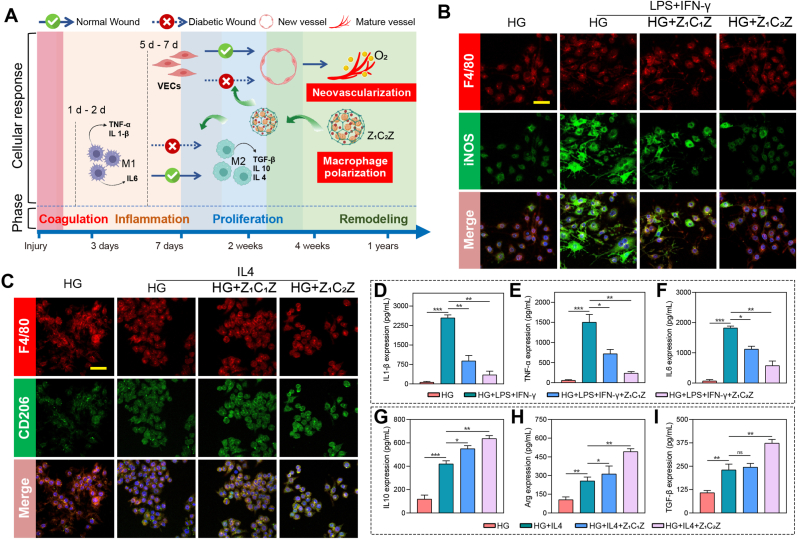
Effect of nano-materials on macrophage polarization (A) Illustration of the healing process compared between diabetic and normal wounds. Immunofluorescence images of the (B) M1 macrophage marker iNOS and (C) M2 macrophage marker CD206 in RAW 264.7 after different treatments. n = 3. Scale bar: 20 μm. (D-I) ELASA analysis of cytokine (M1: TNF-α, IL1-β and IL 6; M2: IL4, TGF-β and IL10) content secreted by RAW 264.7 cocultured with high glucose medium and three different nano-materials. n = 3. Data are mean standard error of the mean, p values are based Student's *t*-test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.01, ns, nonsignificant.

### 3.6 ZCZ improves blood vessel function and promotes oxygen production in vitro

As was described in Fig. 3A, the obstruction of vascularization is another important reason for the delay of diabetic wound healing, which will lead to more severe ischemia and hypoxia in wound microenvironment [46,47]. Although there are many clinical treatments to improve vascular function, such as vascular interventional therapy, vascular stenting or balloon dilation can unclog blood vessels with a diameter of more than 2 mm, but it is almost useless for skin capillaries [41]. Therefore, it is still a practical clinical problem to change the microenvironment of hypoxia and ischemia in diabetic wounds.

The effects of ZCZ on vascularization were tested mainly from proliferation, migration and tubeforming ability of HUVECs in HG environments. First, proliferation of HUVECs was decreased in the HG group compared to the normal glucose control group, while cell proliferation was significantly enhanced after Z_1_C_1_Z and Z_1_C_2_Z administration (Fig. S18). To determine the promoting effects of ZCZ on HUVECs migration under high glucose culture, serum-starved HUVECs were co-cultured with 50 μg/mL of Z_1_C_1_Z and Z_1_C_2_Z and high glucose medium for 24 h. Scratch wound-healing migration assay showed that Z_1_C_1_Z and Z_1_C_2_Z increased the migration rate of HUVECs from 28.0% to 62.9% and 83.5%, respectively, compared with the high glucose control group (Fig. 4A–D). Furthermore, transwell migration assays also suggested that the addition of ZCZ nano-materials increased the number of cells passing through the well compared with the high glucose culture alone (Fig. 4B–E). Finally, we evaluated the angiogenesis ability of HUVECs through tube formation assay. As shown in Fig. 4C and F, compared with the high glucose group, the number of HUVECs forming tubules in the Z_1_C_2_Z group increased from 7 to 15 per visual field, and the vessel circumference also increased by nearly 2 times.

**Fig. 4:**
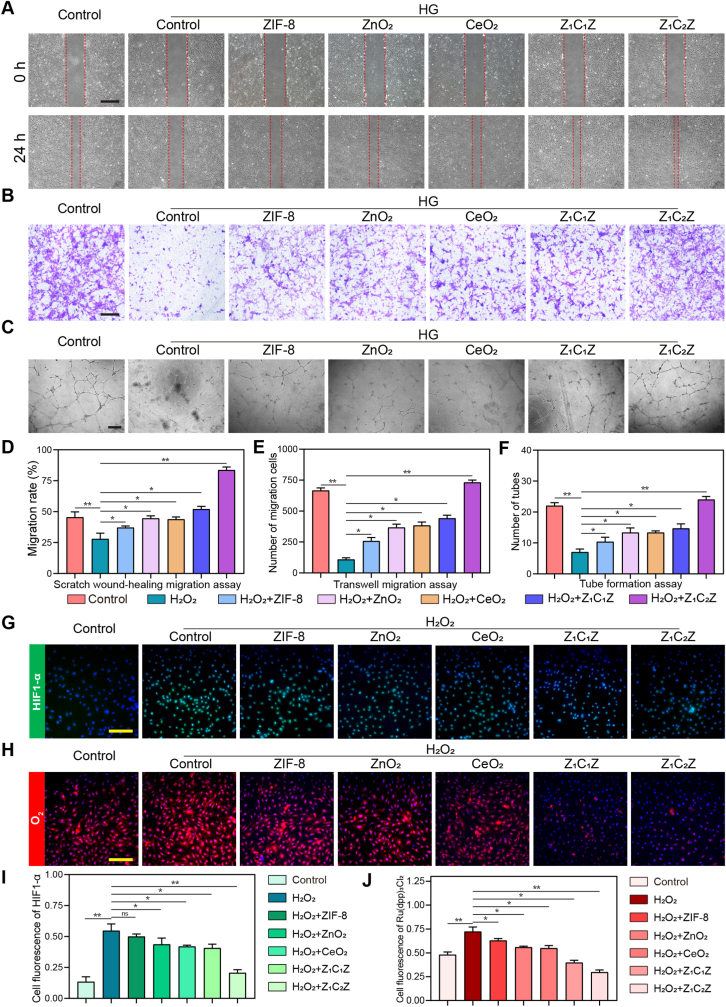
Nano-materials promoted the proliferation, migration, tube formation and oxygen production of HUVEC in the mimical diabetic wound microenvironment in vitro (A, B) Scratch wound-healing migration assay images of HUVECs treated with Z_1_C_1_Z and Z_1_C_2_Z (50 μg/mL) in high glucose medium for 24 h n = 3. Scale bar: 500 μm. (C, D) Typical images of transwell migration assays of HUVECs under different treatment. n = 3. Scale bar: 500 μm. (E, F) Image of tube formation of HUVECs in the presence of high glucose with or without nano-materials. n = 3. Scale bar: 500 μm. (G, H) Representative staining image of HIF-α expression in HUVECs cultured with Z_1_C_1_Z and Z_1_C_2_Z (50 μg/mL) after H_2_O_2_ (5 mM) pretreatment. n = 3. Scale bar: 200 μm. (I, J) Immunofluorescence images of HUVECs oxygen production with Ru(dpp)_3_Cl_2_ probes under different treatments. n = 3. Scale bar: 200 μm. Data are mean standard error of the mean, p values are based Student's *t*-test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.01, ns, nonsignificant.

In addition to improving vascular function, the oxygen supply is also beneficial in diabetic wounds healing. Clinically, hyperbaric oxygen therapy is a common certain option for patients with diabetic wounds, the wounds will return to the original hypoxia situation when patients leave the hyperbaric oxygen chamber. Therefore, we evaluated the effect of the prepared ZCZ nano-materials on oxygen supply. Firstly, H_2_O_2_ treatment increased HIF-1α expression in HUVECs compared with normal culture (Fig. 4G), suggesting that H_2_O_2_ treatment induces a hypoxic microenvironment. After treatment with ZIF-8, ZnO_2_, CeO_2_, Z_1_C_1_Z and Z_1_C_2_Z, the expression of HIF-1α was gradually decreased, indicating that the nano-materials may improve their hypoxic distress (Fig. 4G and I). For a more direct observation of oxygen generation, Ru(dpp)_3_Cl_2_, a widely used fluorescent probe for the detection and quantification of oxygen, was used to label HUVECs. The fluorescence of Ru(dpp)_3_Cl_2_ will be quenched by oxygen, it can be found that ZIF-8, ZnO_2_, CeO_2_ alone and ZCZ nano-composite all have the ability of oxygen supply, among which Z_1_C_2_Z is the strongest (Fig. 4H–J).

In short, the ZCZ nano-composite can promote neovascularization of HUVECs through enhancing its proliferation, migration and tube formation under high glucose environment, and provided continuous oxygen generation, which well improved the ischemia and hypoxia microenvironment of diabetic wounds.

### 3.7 ZCZ promotes wound healing of diabetic mice in vivo

The wound healing experiments were illustrated in Fig. 5A, a hole punch was used to create two round, full-thickness skin wounds with a diameter of 10 mm on the back of the mice. Next, a solution of 0.1 mL ZCZ material (100 μg/kg) was injected into each of the four vertices of the wound every 7 days, while the wound healing was followed up. On day 25, the mice were euthanized and skin tissues were sent for pathological staining. Firstly, C57 mice were utilized to investigated the effect of ZCZ on normal wound. On the first day after modeling, the solution of ZCZ at the dosage of 100 μg/kg were injected into the wound edge, and the control group was injected with PBS. Weight, blood glucose, and wound healing related indicators were followed up after surgery. In Fig. S19A–C, our follow-up suggested that the unhealed wound area of Z_1_C_1_Z and Z_1_C_2_Z groups on day 14 was 0.210 cm^2^ and 0.129 cm^2^, respectively, which was significantly less than that of the control group (0.304 cm^2^). Further HE staining also suggested that the treatment group showed better healing quality, the wound dermis in group Z_1_C_2_Z was the thickest (Fig. S20A and B). Collagen, as a major component of the extracellular matrix, is an important indicator of wound healing. Masson's trichrome staining of the tissue was performed, blue represents collagen, while other tissue or cellular components (cell bodies, muscle, and keratin, among others) were stained red. Fig. S21A and B suggested that the proportion of collagen in the Z_1_C_2_Z group was the highest. In addition, the content of hydroxyproline, one of the main components and unique amino acids of collagen, was measured to be 3.3 mg/g, while those in Z_1_ZC_1_and Z_1_C_2_Z groups were 5.2 mg/g and 7.7 mg/g, respectively (Fig. S22).

**Fig. 5:**
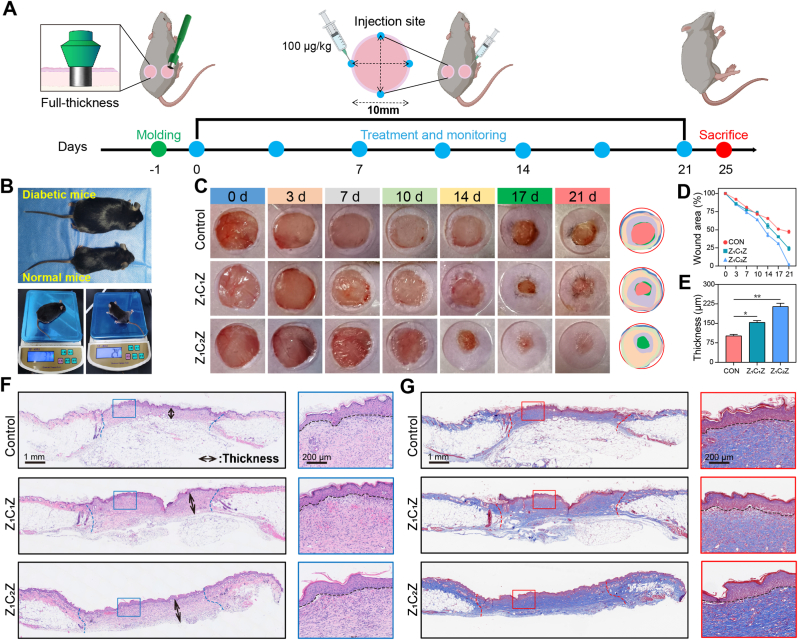
Evaluation of wound healing in different groups of diabetic mice (A) Schematic illustration of the experimental design. (B) Images of body size and weight comparison between normal (C57) and diabetic (db/db) mice. (C) Photographs of diabetic mice models treated with Z_1_C_1_Z, and Z_1_C_2_Z at different time points within 3 weeks. n = 3. (D) Quantitative analysis of the percentage of residual wound during 3 weeks of different treatments. (F) Representative HE staining images of wound healing after different treatments for 3weeks. n = 3. (E) Quantitative analysis of wound dermal thickness of diabetic mice in different treatment groups. (G) Representative masson's trichrome staining images of wound healing after different treatments for 3 weeks. n = 3. Data are mean standard error of the mean, p values are based Student's *t*-test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.01, ns, nonsignificant.

To further determine the effectiveness on wound healing in diabetic mice, db/db mice, a well-established diabetic mouse model, were selected for in vivo experiments. Compared with normal C57BL mice, db/db mice have a higher blood glucose (8.7-12.3 mmol/L) and a larger body weight (36-43 g) (Fig. 5B–S12, S23). Using a similar modeling method, as shown in Fig. 5A, we created 2 skin wounds on the back of db/db mice. On the first day after modeling, the mice were randomly divided into three groups: Z_1_C_1_Z and Z_1_C_2_Z groups were injected with 100 μg/kg of drug around the wound, respectively, while the control group was injected with the same volume of PBS. The weight of db/db mice only decreased slightly within 3-10 days after the operation, which may be caused by the surgical stimulation response (Fig. 5B–S12). On the 21st day, the unhealed wound area of control, Z_1_C_1_Z and Z_1_C_2_Z groups were 0.315, 0.235, and 0.028 cm^2^ (Fig. S24), and the proportion of unhealed wound area was 47.3%, 34.0% and 2% respectively (Fig. 5D). After sampling the completely healed wound skin, HE staining showed that the wound healing quality of Z_1_C_2_Z group was significantly better than that of the control group (Fig. 5F). The average thickness of dermal tissue in Z_1_C_1_Z and Z_1_C_2_Z groups was about 1.5, and 2.1 times that of the control group, respectively (Fig. 5E). Masson staining results showed that the average proportion of collagen in the control, Z_1_C_1_Zand Z_1_C_2_Z groups was 40.0%, 61.6% and 61.3% (Fig. 5G–S25). At the same time, the Z_1_C_2_Z group had the highest hydroxyproline value (Fig. S26), which indicated that the nano-materials promoted the accumulation of collagen in wound. The experiments in normal and diabetic mice collectively showed remarkable ability of ZCZ nano-materials to promote wound healing, especially in db/db mice.

### 3.8 ZCZ reduces inflammation and promotes neovascularization in vivo

The transition stage from inflammatory phase to proliferative phase of wound healing is about 14 days. During this period, macrophages in the tissue are polarized from M1 to M2, thereby promoting wound repair. Therefore, the samples were taken from the wounds 2 weeks after modeling. First, the ELISA assay showed the levels of TNF-α, IL1β and IL6 in the wound tissue of Z_1_C_1_Z and Z_1_C_2_Z groups were decreased, while the levels of Arg, TGF-β and IL10 were visibly increased compared with the control group (Fig. 6A–F). To facilitate a more intuitively observation of macrophage polarization in vivo, the skin wound tissue was detected by immunofluorescence. In Fig. 6G, H and I, the images indicated that the number of iNOS^+^ cells was the highest in the control group, while the number of CD206^+^ cells was the highest in the Z_1_C_2_Z group, indicating that the nano-composite promoted the polarization of macrophages from M1 to M2. These results all imply that our nano-materials have potent anti-inflammatory effects and promote macrophage polarization to M2.

**Fig. 6:**
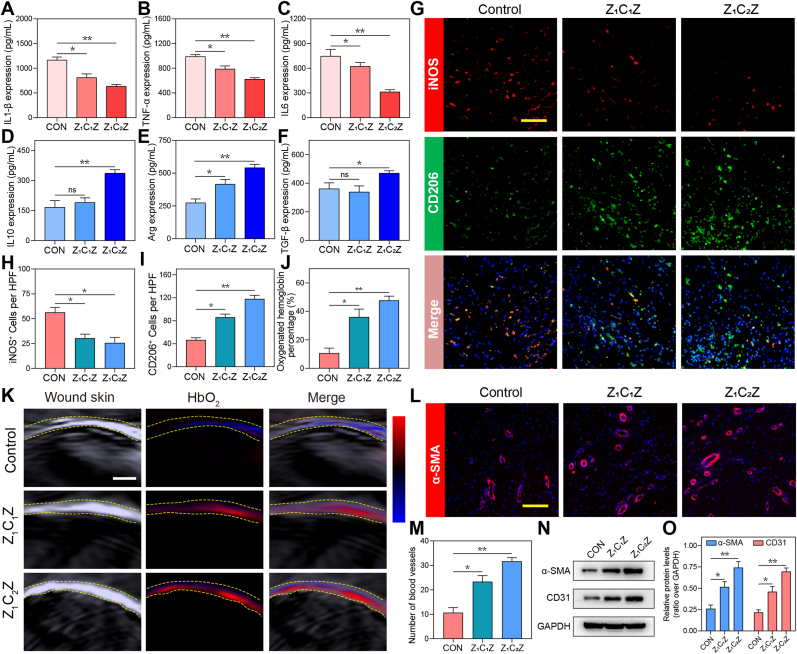
Effects of different nano-materials on angiogenesis, inflammation, and oxygen production in diabeti wound (A-F) Quantitative analysis of TNF-α, IL1-β, IL6, Arg, TGF-β and IL10 content in different groups of wounds by ELASA assay. n = 3. (G, H, I) Fluorescent staining images of infiltration of two types of macrophages labeled with iNOS (M1) and CD206 (M2) in diabetic wounds after modeling 2 weeks. n = 3. Scale bar: 200 μm. (J) Statistical analysis of oxygenated hemoglobin in photoacoustic detection. (K) Photoacoustic images of db/db mice wounds after treatment with Z_1_C_1_Z, and Z_1_C_2_Z. n = 3. Scale bar: 1 mm. (L) Representative fluorescence images of blood vessels (marked with α-SMA protein) after wound healing in different groups. Scale bar: 500 μm. (M) Statistical analysis of the number of vessels in each field of view. (N) Western Blot and (O) statistical analysis of α-SMA and CD31 in different groups. n = 3. Data are mean standard error of the mean, p values are based Student's *t*-test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.01, ns, nonsignificant.

The wound generally enters the proliferative phase approximately two weeks post-injury. Neovascularization, an important indicator during this period, could give more oxygen supply and better tissue growth. So, the function of these neovascularization in the wound was examined by photoacoustic imaging. Compared with the control group, the Oxygenated Hemoglobin content of Z_1_CZ_1_, and Z_1_C_2_Z groups increased, among which Z_1_C_2_Z was the most obvious, suggesting that it is a good “oxygen pump” (Fig. 6J and K). Immunofluorescence staining of α-SMA, a marker of mature blood vessels, was performed on the completely healed wound. The number of blood vessels in the Z_1_C_2_Z group was the largest, about 1.86 times that of the control group (Fig. 6L and M). In addition, Western Blot analysis revealed that ZCZ treatment upregulated the expression of CD31 and α-SMA protein (two markers of angiogenesis) in different experimental groups (Fig. 6M–O).

### 3.9 ZCZ exerts its effects through the IL-6/JAK2/STAT3 signaling pathway

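Transcriptome sequencing covered the wound skin of 4 control samples, which received PBS, and 4 samples treated for 15 days with Z1C2Z, the ZCZ composite with the higher ratio of CeO2 to ZnO2. The dose stated for the wound experiments was 100 μg/kg. The samples carry the numbers of Fig. 7A and are named control-1, control-2, control-3, control-5, Z1C2Z-1, Z1C2Z-2, Z1C2Z-4 and Z1C2Z-5. The paper's text does not name the mouse strain of the sequenced samples or say which samples came from the same mouse. According to the methods, total RNA was extracted with the RNA Easy Fast Tissue/Cell kit, whereas the sample labels name Trizol. The labels add that ribosomal RNA was depleted and that random-primed cDNA received dUTP in its second strand. The authors deposited the number of reads counted on each of 18540 genes, without normalization, with gene symbols, Entrez identifiers and KEGG annotation. The aligner, the counting program, the genome build and the strand setting are not stated, so genes are identified by symbol and Entrez identifier and without coordinates. Between 28856790 and 38249438 reads per sample were counted on genes in the control group (median 36701603). In the Z1C2Z group the total was between 33966536 and 38974888 (median 36197273). The counts were normalized for library size by edgeR's TMM method, and filterByExpr retained 15147 genes for edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across these genes, which are not independent replicates, the Pearson correlation of log2 CPM (counts scaled to equal library size) lay between 0.960 and 0.990 for samples of the same group. For a control sample and a Z1C2Z sample it lay between 0.906 and 0.982. All pairs of libraries differed by more than sampling noise, with a smallest chi-square of 21.7 per degree of freedom. A comparison with sampling noise cannot show whether samples came from different mice. Each library was counted as 1 replicate, which remains an assumption. The first principal component of log2 CPM carried 62.2% of the variance. On it the control samples lay between -62.9 and -12.2, Z1C2Z-5 at -0.291, Z1C2Z-1 at 28.1, Z1C2Z-2 at 65.7 and Z1C2Z-4 at 67.7.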

To further investigate the potential anti-inflammatory mechanism of ZCZ, transcriptome sequencing was performed on wound skin subsequently. Compared with the control group, 361 genes were significant up-regulated and 213 genes were down-regulated in the skin wound tissue of ZCZ-treated mice, as shown in the heat and volcano maps in Fig. 7A and B. KEGG pathway enrichment analysis showed that ZCZ-induced differentially expressed genes (DEGs) was correlated with “TNF signaling pathway”, “NF-kappa B signaling pathway”, “JAK-STAT signaling pathway” and “AGE-RAGE signaling pathway in diabetic complications” (Fig. 7C). 

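With the thresholds printed in Fig. 7B, an adjusted p under 0.05 and an absolute log2 fold change over 1, 326 genes were higher and 189 genes were lower in the Z1C2Z group than in the control group. Without the fold change threshold, 648 genes were higher and 583 were lower. The values of the 4 Z1C2Z samples did not overlap those of the 4 control samples for 256 of the higher and 182 of the lower genes. Among all 15147 genes tested, 17.3% had no overlap, where chance gives 2.86%. The smallest adjusted p of any gene was 0.0232, so the calls lay close to the threshold. A skeletal muscle score as covariate left no gene called, with 2145 genes at an unadjusted p under 0.05. The score was 5.99 to 6.79 in the control samples and 5.58 to 5.95 in the Z1C2Z samples. With no overlap between the groups, this fit cannot separate the score from the treatment. Leaving out 1 sample gave between 0 and 463 higher genes and between 0 and 316 lower genes across 8 fits. No gene had an adjusted p under 0.05 in 4 of these fits, those without control-5, Z1C2Z-1, Z1C2Z-2 or Z1C2Z-4, although 3223, 4208, 3137 and 3100 genes respectively had an unadjusted p under 0.05. All 515 genes kept their direction of change in each of the 8 fits. This says little, because the genes were selected in these same samples and each fit leaves out only 1 of them. With the sample number as a block, 271 genes were higher and 184 lower. Control-3 and Z1C2Z-4 have numbers that occur in a single group, so they add nothing to the group difference in this fit. Results with the block therefore rest on the 3 same-numbered pairs. The deviations of same-numbered samples from their group means had a mean correlation of 0.0531 across genes over the 3 numbers that both groups share. The values were -0.101 for number 1, -0.0623 for number 2 and 0.323 for number 5. For the other combinations of a control and a Z1C2Z sample the mean was -0.0120, within -0.409 to 0.387. In 277 of the 326 higher genes, Z1C2Z-2 and Z1C2Z-4 were the 2 highest of the 4 treated samples, and they were the 2 lowest for 111 of the 189 lower genes (58.7%). A share of 16.7% would be reached if the 4 were alike.
The largest rises without overlap were those of Krtap19-1 (Entrez 170657), Krtap19-2, Krtap6-3, Gm11565 and Krtap19-3, with log2 fold changes between 7.26 and 8.08. Krtap19-1 had 7 to 13 counts per control sample against 567, 5993, 5929 and 49 counts in Z1C2Z-1, Z1C2Z-2, Z1C2Z-4 and Z1C2Z-5, a log2 fold change of 8.08 (standard error 1.47, edgeR adjusted p = 0.0299). Keratin associated protein genes made up 45 of the 326 higher genes and keratin genes 22, and members of these families are so alike that the authors' counting could have split reads between them. The largest falls without overlap were those of Rdh8 (Entrez 235033), Cxcl1, Il6, Csf3 and Ptgs2. Rdh8 had at most 1 count in a Z1C2Z sample and between 8 and 63 counts in the control samples. It was at least 8.23-fold lower when the treated samples are set to 3 counts. This limit rests largely on control-5, with 63 counts (1.77 CPM). Control-1, control-2 and control-3 had 8, 10 and 11 counts (0.284, 0.277 and 0.303 CPM). Cxcl1 (Entrez 14825) fell from 146 ± 160 CPM (SD, n = 4) to 2.77 ± 0.583 CPM (SD, n = 4), a log2 fold change of -5.72 (standard error 1.25, edgeR adjusted p = 0.0337). With the sample number as a block its edgeR adjusted p was 0.0620, within 2.4e-05 to 0.514 over 14 alternatives. Its counts were 7232 in control-1 and 10977 in control-5 against 224 in control-2 and 404 in control-3. Genes that tied on adjusted p were ordered by unadjusted p. The smallest values among higher genes then belonged to Mycl (log2 fold change 1.28), Msx2 (2.09) and Tnfrsf13c (2.29), and among lower genes to C1qtnf3 (-1.04), Tmem100 (-1.03) and Il1rl1 (-2.63).

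**Figure D1:**
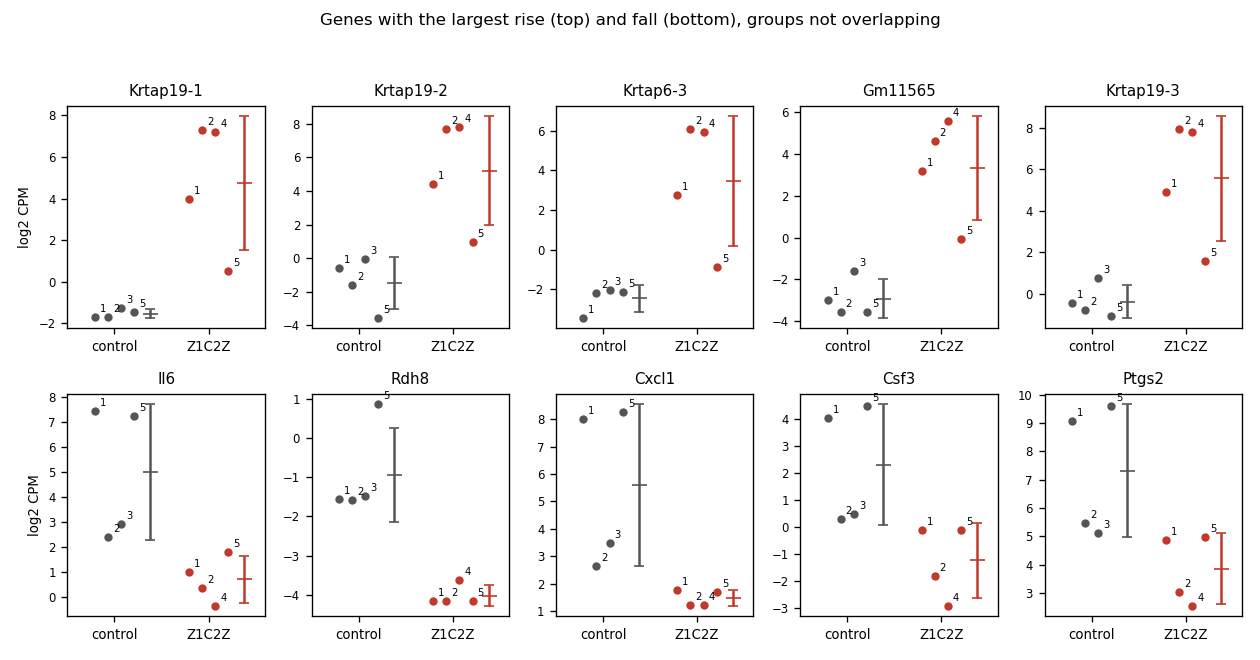
Expression of the 5 genes with the largest rise (top) and the 5 with the largest fall (bottom) among called genes whose groups do not overlap. The vertical axes give log2 CPM on a scale of their own per gene, each point is a sample with its number, and the bars give the mean ± SD of the 4 samples of a group. Z1C2Z-2 and Z1C2Z-4 lie far above Z1C2Z-5 for the rising genes, and control-1 and control-5 lie far above control-2 and control-3 for Il6, Cxcl1, Csf3 and Ptgs2.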

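Pathway membership was taken from the KEGG annotation that the authors deposited with the counts. Of the 189 lower genes, 93 had an annotation, and they were compared with the 6217 annotated genes tested by a one-sided hypergeometric test over 331 pathways with Benjamini-Hochberg adjustment. The lower genes included 7 of the 109 tested genes of the TNF signaling pathway, a 4.29-fold enrichment (adjusted p = 0.0424). These were Bcl3, Cxcl1, Cxcl5, Il6, Ptgs2, Sele and Socs3. The JAK-STAT signaling pathway held 9 of 129 genes, Csf2rb, Csf3, Il11, Il15ra, Il2ra, Il4ra, Il6, Osmr and Socs3, a 4.66-fold enrichment (adjusted p = 0.00907). The NF-kappa B signaling pathway held 4 of 99 genes, Cxcl1, Il1r1, Ptgs2 and Tnfsf11, which was 2.70-fold (unadjusted p = 0.0604, adjusted p = 0.740).  The AGE-RAGE signaling pathway in diabetic complications held 3 of 99 genes, which was 2.03-fold (unadjusted p = 0.184, adjusted p = 1). A hand-written list of 27 NF-kappa B and TNF target genes, which is not the KEGG pathway, had a mean log2 fold change of -1.85 (adjusted p = 7.2e-09 in limma's camera test), with 26 genes under 0 and 8 among the lower genes. The block by sample number gave it a mean of -1.72 (adjusted p = 3.1e-13 in camera, within 3.1e-13 to 0.331 over 15 alternatives). In all, 9 pathways had an adjusted p under 0.05. Cytokine-cytokine receptor interaction came first with 16 of 213 genes, a 5.02-fold enrichment (adjusted p = 2.5e-05). The same few genes recur in these pathways, and Il6 was counted in 3 of the 4 that the paper names. With the sample number as a block, the TNF signaling pathway was 4.52-fold enriched (adjusted p = 0.00995) and the JAK-STAT signaling pathway 5.25-fold (adjusted p = 0.000431). In the same fit the NF-kappa B signaling pathway passed the adjusted threshold at 4.35-fold (adjusted p = 0.0251), and the AGE-RAGE signaling pathway was 3.73-fold enriched (adjusted p = 0.102). Across 11 alternatives, the adjusted p lay between 0.000511 and 0.253 for the TNF signaling pathway and between 2.6e-06 and 0.780 for the JAK-STAT signaling pathway, with the highest values in fits that left out a control sample. It lay between 0.0251 and 1 for the NF-kappa B signaling pathway and between 0.102 and 1 for the AGE-RAGE signaling pathway. No lower gene was called with the skeletal muscle covariate or without control-5, Z1C2Z-1, Z1C2Z-2 or Z1C2Z-4. Those fits allow no enrichment and are outside these ranges.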

Reactome pathway enrichment analysis suggested that IL6 signaling pathway may play an important role (Fig. 7D). Indeed, IL6-mediated JAK2/STAT3 signaling pathway exerts an classic influence on the process of macrophage polarization. 

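Reactome membership was not used here. In its place, a list of IL6 family ligands and receptors was written by hand, and 15 of its genes passed the low-count filter. In the Z1C2Z group 12 of the 15 had a log2 fold change under 0, and 3 were among the 189 lower genes, with none among the higher genes. These 3 were Il6, Il11 (Entrez 16156) and Osmr (Entrez 18414). Il11 fell from 21.1 ± 28.1 CPM (SD, n = 4) to 1.45 ± 0.553 CPM (SD, n = 4), with 2218 counts in control-5 against 97 to 417 in the other control samples. Osmr, which encodes the oncostatin M receptor, fell from 168 ± 39.8 CPM (SD, n = 4) to 64.4 ± 24.7 CPM (SD, n = 4), a log2 fold change of -1.38 (standard error 0.28, edgeR adjusted p = 0.0306). The receptor genes of IL6 itself did not pass the adjusted threshold in edgeR. Il6ra (Entrez 16194) had a log2 fold change of -0.18 (edgeR adjusted p = 0.570). Il6st (Entrez 16195), which encodes gp130, had -0.62 (edgeR adjusted p = 0.0989) and was lower in every Z1C2Z sample than in every control sample. DESeq2 gave Il6st an adjusted p of 0.0325, the lowest of 14 alternatives, which reached 0.530. The list as a whole had a mean log2 fold change of -1.36 (adjusted p = 0.00996 over 21 lists in limma's camera test with an inter-gene correlation of 0.01). The block by sample number gave a mean of -1.33 (adjusted p = 3.9e-05 in camera). The mean log2 CPM of the list overlapped between the groups. The list lost the adjusted threshold with the correlation estimated for each list (adjusted p = 0.421), with a skeletal muscle score as covariate (0.820), with limma's fry test (0.142) and without control-1 (0.0501). The lowest adjusted p of its 15 alternatives was that of the block. In a fit chosen after the data were seen, with a hair follicle score as covariate, the mean turned to 0.46 (adjusted p = 0.0233 in camera). The muscle and hair scores do not overlap between the groups, so fits with them cannot separate them from the treatment.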

Further, heat map in Fig. 7E depict the expression patterns of DEGs associated with inflammation and oxidative stress. 

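Of the 18 genes drawn in Fig. 7E, 14 passed the low-count filter. In the Z1C2Z group 12 of them had a log2 fold change under 0 and 2 had one over 0. Adjusted over all genes tested, 4 had an edgeR adjusted p under 0.05, Il6, Jak2, Nfkb1 and Nfkb2, and adjusted over the list alone 10 did. In the exact two-sided permutation test of log2 CPM, 7 of the 14 reached p = 0.0286, the smallest that 4 samples against 4 allow, which becomes 0.0571 when adjusted over the list. Nfkb1 (Entrez 18033) had 155 ± 29.2 CPM (SD, n = 4) in the control group and 105 ± 12.9 CPM (SD, n = 4) in the Z1C2Z group, a log2 fold change of -0.57 (standard error 0.15, edgeR adjusted p = 0.0470). Nfkb2 (Entrez 18034) had a log2 fold change of -0.61 (standard error 0.16, edgeR adjusted p = 0.0476). With the sample number as a block the edgeR adjusted p was 0.0825 for Nfkb1 and 0.0903 for Nfkb2. Across the 14 alternatives it lay between 0.00462 and 0.477 for Nfkb1 and between 0.00561 and 0.361 for Nfkb2. Tlr2 (-0.98, edgeR adjusted p = 0.0575) and Tlr4 (-0.69, edgeR adjusted p = 0.0917) were lower in every Z1C2Z sample than in every control sample without passing the adjusted threshold. The block gave an edgeR adjusted p of 0.0429 for Tlr2, within 0.00449 to 0.454 over 14 alternatives. For Tlr4 the block gave 0.144, within 0.0262 to 0.880 over 14 alternatives. Jak1 (-0.50) and Jak3 (-0.75) overlapped between the groups, with edgeR adjusted p of 0.0946 and 0.112. Over 14 alternatives the adjusted p lay between 0.0359 and 0.463 for Jak1 and between 0.0418 and 0.421 for Jak3. The lowest values of Tlr4, Jak1 and Jak3 were those of DESeq2. Il17d had a log2 fold change of -0.38 (edgeR adjusted p = 0.418). Of the genes drawn for oxidative stress, Sod1 (Entrez 20655) had 59.7 ± 8.88 CPM (SD, n = 4) in the control group and 63.2 ± 9.21 CPM (SD, n = 4) in the Z1C2Z group (edgeR adjusted p = 0.739). Cat (Entrez 12359) had 144 ± 19.2 and 152 ± 8.19 CPM (SD, n = 4 each, edgeR adjusted p = 0.662), so neither differed by more than the samples of one group did. Il17a had 0 to 14 counts per control sample and 0 to 6 per Z1C2Z sample, and Il17f 0 to 17 and 0 to 9, and neither passed the low-count filter. DESeq2 gave them an adjusted p of 0.509 and 0.649.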

Expressions of M1 macrophage-associated inflammatory factors INFγ, IL1β, IL6, and TNF were elevated in the ZCZ group, while expressions of M2 macrophage-associated cytokines such as IL4 and IL10 were low, compared with the control group (red for high expression, blue for low expression, Fig. 7E). Those sequencing data were consistent with the findings from in vitro experiments, suggesting that ZCZ also exhibited anti-inflammatory effects and promoted M2 macrophage polarization in vivo. 

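Il6 (Entrez 16193) was lower in every Z1C2Z sample than in every control sample (exact two-sided permutation test, p = 0.0286). It had 4905, 187, 272 and 5330 counts in control-1, control-2, control-3 and control-5, and 70, 48, 29 and 125 counts in Z1C2Z-1, Z1C2Z-2, Z1C2Z-4 and Z1C2Z-5. This is 84.2 ± 90.5 CPM (SD, n = 4) against 1.85 ± 1.19 CPM (SD, n = 4), a log2 fold change of -5.51 (standard error 1.23, edgeR adjusted p = 0.0356). Across the 8 fits that each left out 1 sample, the log2 fold change lay between -6.01 and -4.89, with an adjusted p under 0.05 in 4 of them. With the sample number as a block it was -4.88 (edgeR adjusted p = 0.0277, between 6.2e-05 and 0.546 over the 14 alternatives). Il1b (Entrez 16176) had 105 ± 25.9 CPM (SD, n = 4) in the control group and 29.9 ± 27.7 CPM (SD, n = 4) in the Z1C2Z group. Its log2 fold change of -1.81 (standard error 0.67) had an edgeR adjusted p of 0.119, and 0.0339 when adjusted over the genes of Fig. 7E alone. The block gave an edgeR adjusted p of 0.0442 for Il1b, within 0.0436 to 0.557 over 14 alternatives. Tnf (Entrez 21926) did not differ, with 2.08 ± 0.658 and 1.93 ± 0.824 CPM (SD, n = 4 each), a log2 fold change of -0.11 (standard error 0.38, edgeR adjusted p = 0.870) whose sign turned with the sample number as a block. Ifng had 4 to 22 counts per control sample and 7 to 13 per Z1C2Z sample and did not pass the low-count filter, and DESeq2 gave it a log2 fold change of -0.0771 (adjusted p = 0.955). Of the M2-associated cytokines, Il4 had 3 to 9 counts per control sample and 0 to 10 per Z1C2Z sample and did not pass the filter either (DESeq2 log2 fold change -0.42, adjusted p = 0.847). Il10 (Entrez 16153) had 1.47 ± 0.633 CPM (SD, n = 4) in the control group and 0.621 ± 0.244 CPM (SD, n = 4) in the Z1C2Z group. Its log2 fold change was -1.24 (standard error 0.41, edgeR adjusted p = 0.0895, and 0.0273 over the genes of Fig. 7E alone, exact two-sided permutation test p = 0.0857), from 27 to 81 counts per control sample and 14 to 31 per Z1C2Z sample. DESeq2 gave it an adjusted p of 0.0307, the lowest of 14 alternatives, which reached 0.405.

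**Figure D2:**
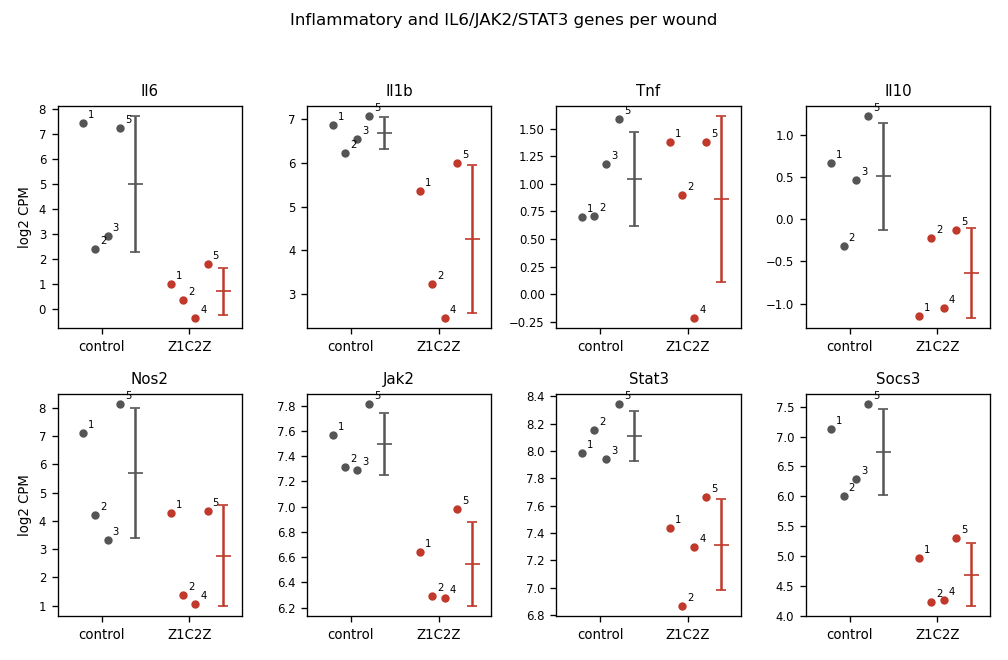
Expression of Il6, Il1b, Tnf, Il10, Nos2, Jak2, Stat3 and Socs3 in each wound sample. The vertical axes give log2 CPM on a scale of their own per gene, each point is a sample with its number, and the bars give the mean ± SD of the 4 samples of a group. Il6 and Nos2 are highest in control-1 and control-5, the groups overlap for Tnf, Il10 and Nos2, and Jak2, Stat3 and Socs3 are lower in all 4 Z1C2Z samples.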

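Lists of marker genes of M1 and M2 macrophages were written by hand and tested with limma's camera test, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 21 lists. The 19 M1 genes that passed the filter had a mean log2 fold change of -1.39 in the Z1C2Z group (adjusted p = 7.8e-05), and 18 of them were under 0. Their mean log2 CPM per sample was 3.87 ± 0.444 (SD, n = 4) in the control group and 2.65 ± 0.419 (SD, n = 4) in the Z1C2Z group, without overlap. Cd80, Il6 and Ptgs2 were among the 189 lower genes. The 22 M2 genes had a mean log2 fold change of -0.47 (adjusted p = 0.0317), and 18 of them were under 0. Their mean log2 CPM was 4.79 ± 0.413 (SD, n = 4) in the control group and 4.47 ± 0.236 (SD, n = 4) in the Z1C2Z group, and the groups overlapped. Il4ra was the one M2 gene among the lower genes, and none was among the higher genes. A block by sample number gave means of -1.03 for M1 and -0.40 for M2 (adjusted p = 5.3e-05 and 0.00256 in camera). With the correlation estimated for each list, neither passed the adjusted threshold (adjusted p = 0.331 for M1 and 0.421 for M2). The direction of the M2 list turned with a skeletal muscle score as covariate (mean 0.38, adjusted p = 0.367). That score does not overlap between the groups, so fits with it cannot separate it from the treatment. Across 15 alternatives the adjusted p lay between 7.2e-06 and 0.331 for M1 and between 0.00256 and 0.421 for M2. The fall was not limited to the M1 list. Neutrophil genes had a mean of -1.03 (adjusted p = 8.1e-05 in camera, within 6.3e-08 to 0.421), with groups that overlapped. IL17 response genes, which include Il6 and Ptgs2 as well, had -2.10 (adjusted p = 1.2e-06 in camera). Counts from whole wound skin cannot assign the fall of the M1 list to macrophages. Nos2 (Entrez 18126), which encodes the M1 marker iNOS, had 112 ± 127 CPM (SD, n = 4) in the control group and 11.1 ± 10.2 CPM (SD, n = 4) in the Z1C2Z group. Its log2 fold change was -3.34 (standard error 1.16, edgeR adjusted p = 0.101). It passed the adjusted threshold with the block, at -3.17 (edgeR adjusted p = 0.00207, within 0.00207 to 0.783 over 14 alternatives). Mrc1 (Entrez 17533), which encodes the M2 marker CD206, had a log2 fold change of -0.65 (standard error 0.28, edgeR adjusted p = 0.173). Arg1 had a log2 fold change of -0.59 (edgeR adjusted p = 0.596) and Tgfb1 one of -0.68 (edgeR adjusted p = 0.0557). Tgfb1 was lower in every Z1C2Z sample than in every control sample. DESeq2 gave it an adjusted p of 0.00748, the lowest of 14 alternatives, which reached 0.337. Both Mrc1 and Arg1 turned positive with the skeletal muscle score as covariate. Adgre1, which encodes the macrophage marker F4/80, had a log2 fold change of -0.22 (edgeR adjusted p = 0.528). A list of 18 macrophage genes had a mean of -0.33 (adjusted p = 0.0152 in camera), with groups that overlapped. With the skeletal muscle score its mean was -0.52 (adjusted p = 0.00262 in camera), and with the block -0.11 (adjusted p = 0.184 in camera). Across 15 alternatives the adjusted p of this list lay between 0.00179 and 0.470.

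**Figure D3:**
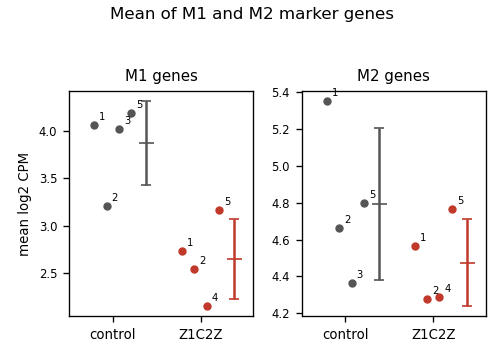
Mean log2 CPM of the M1 genes (left) and the M2 genes (right) in each wound sample. Each point is a sample with its number, the bars give the mean ± SD of the 4 samples of a group, and the vertical axes do not start at 0. The M1 mean is lower in all 4 Z1C2Z samples, and the M2 means of the groups overlap.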

The mechanistic action of ZCZ may involve the IL6/JAK2/STAT3 signaling pathway. Mechanically, ZCZ may function primarily through the IL6/JAK2/STAT3 signal axis. Therefore, we examined the protein levels associated with this signaling pathway. 

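Jak2 (Entrez 16452) had 182 ± 31.8 CPM (SD, n = 4) in the control group and 95.4 ± 23.0 CPM (SD, n = 4) in the Z1C2Z group, a log2 fold change of -0.93 (standard error 0.18, edgeR adjusted p = 0.0303). Stat3 (Entrez 20848) had 277 ± 36.0 and 162 ± 36.0 CPM (SD, n = 4 each), a log2 fold change of -0.77 (standard error 0.17, edgeR adjusted p = 0.0337). Both transcripts were lower in every Z1C2Z sample than in every control sample, and both fell short of the 2-fold threshold of Fig. 7B. With the sample number as a block, the edgeR adjusted p was 0.0207 for Jak2 and 0.0711 for Stat3. Over the 14 alternatives it lay between 7.8e-05 and 0.347 for Jak2 and between 0.000511 and 0.344 for Stat3. Socs3 (Entrez 12702), a gene that STAT3 induces, had 117 ± 56.5 CPM (SD, n = 4) in the control group and 27.2 ± 10.0 CPM (SD, n = 4) in the Z1C2Z group, a log2 fold change of -2.11 (standard error 0.38, edgeR adjusted p = 0.0299). A hand-written list of 22 STAT3 target genes had a mean log2 fold change of -0.99 (adjusted p = 1.2e-07 in limma's camera test), and 20 of the 22 were under 0. Bcl3, Cebpd, Il1r1, Lcn2 and Socs3 were among the 189 lower genes. The 27 genes of the IL6, JAK and STAT3 signaling chain had a mean log2 fold change of -0.99 as well (adjusted p = 0.000304). Their mean log2 CPM was 4.90 ± 0.449 (SD, n = 4) in the control group and 4.06 ± 0.283 (SD, n = 4) in the Z1C2Z group, without overlap. The block gave means of -1.05 for the target genes and -0.94 for the signaling chain (adjusted p = 4.9e-11 and 4.4e-06 in camera). With the correlation estimated for each list, both had an adjusted p of 0.331, the highest of their 15 alternatives. With a skeletal muscle score as covariate, the target genes had -0.82 (adjusted p = 0.00116 in camera) and the signaling chain -0.63 (adjusted p = 0.0508 in camera). Neither this score nor a hair follicle score overlaps between the groups, so fits with them cannot separate them from the treatment. The fit with the hair follicle score as covariate was chosen after the data were seen. It gave -0.22 for the target genes (adjusted p = 0.100 in camera) and 0.0975 for the signaling chain (adjusted p = 0.988 in camera). These values are transcript counts and do not measure phosphorylation. The paper proposes that ZCZ may act mainly through the IL6/JAK2/STAT3 axis and turns to the protein levels of its members.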

The polarization direction of macrophages (M1 or M2) is closely related to the selective gene expression regulation mediated by different signaling pathways of inflammatory factors [48]. The IL6/JAK/STAT3 signaling pathway has been verified as a crucial determinant in regulating the polarization of macrophages towards the M2 type [49]. The specific mechanism is as follows [[49], [50], [51]]: (1) The cytokine IL6 binds to the IL 6R on the surface of macrophage, activates GP130, and prompts it to form a homodimer; (2) The JAKs (JAK1/2) associated with the receptor draw closer to each other and establish corresponding STAT3 docking sites via mutual phosphorylation; (3) The activated JAKs recruit STAT3 molecules that exist as monomers in the cytoplasm; (4) The phosphorylated STAT3 molecules form homodimers or heterodimers and are released from the receptor, entering the nucleus in dimer form to initiate the transcription of related genes and induce the polarization of macrophages towards the M2 type. In Fig. 7F and G, the expression of IL6 in the control group was significantly higher than that in the ZCZ group, showing that ZCZ treatment reduced the inflammatory response. Next, we observed the expression of phosphorylated JAK2 (p-JAK2) and STAT3 (p-STAT3), and noted that ZCZ treatment significantly augmented the levels of p-JAK2 and p-STAT3, indicating a modulatory effect of ZCZ on the JAK2/STAT3 signaling pathway (Fig. 7H–J).

**Fig. 7:**
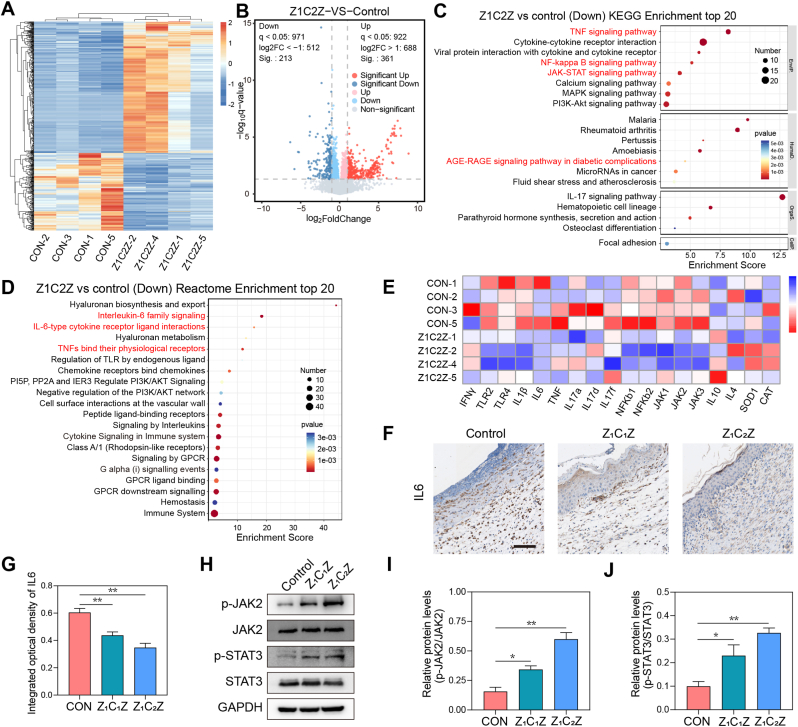
Transcriptome sequencing for investigating potential mechanisms of ZCZ therapy (A) Heatmap displayed the differentially expressed genes (DEGs) in control and ZCZ groups. The ordinate is the value after the normalization of Fragments Per Kilobase of exon model per Million mapped fragments (FPKM), and the more orange the color, the higher the expression. (B) Volcano map showed the top differentially expressed genes (DEGs) in control and ZCZ groups. Red means up-regulated, blue means down-regulated. (C) Reactome pathway enrichment analysis revealed a significant down-regulation of gene-associated signaling pathways in the top 20. (D) The KEGG pathway enrichment analysis revealed a significant down-regulation of gene-associated signaling pathways in the top 20. (E)Hot maps of gene expression representative of precursors to inflammation and oxidative stress. (F) Immunohistochemical staining images and (G) statistical analysis of IL6. n = 3. Scale bar: 100 μm. (H) Western Blot and (I, J) statistical analysis of p-JAK2, JAK2, p-STAT3 and STAT3. (J) The illustrative image of the IL6/JAK2/STAT3 signaling pathway. Data are mean standard error of the mean, p values are based Student's *t*-test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.01, ns, nonsignificant. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

The IL6/JAK/STAT signaling pathway has been demonstrated to exert an impact on wound healing through the regulation of macrophage polarization and angiogenesis [52,53]. Inhibition of NF-κB/JAK-STAT signaling pathway could promote the healing of diabetic wounds [54]. Our study showed the efficacy of ZCZ in effectively inhibiting IL6/JAK2/STAT3 signaling, thereby promoting diabetic wound healing. However, our mechanism studies have limitations, such as the absence of experiments targeting the IL6/JAK2/STAT3 pathway using inhibitors or genetic interventions. In the future, more experiments will be conducted to thoroughly understand the complex regulation of the IL6/JAK2/STAT3 pathway by ZCZ.

## 4 Discussion

The primary factor contributing to impaired healing in diabetic wounds is the pathological microenvironment induced by hyperglycemia, which leads to a significant increase in free radicals (e.g., ROS) and a concurrent reduction in the body's antioxidant defense capacity [55]. This imbalance results in oxidative stress (OS), causing tissue damage that is specifically manifested as inadequate blood oxygen supply and an excessive inflammatory response [56]. A key contributing factor is the dysregulated macrophage polarization process, characterized by a failure to transition from the pro-inflammatory M1 phenotype to the anti-inflammatory M2 phenotype [44,57]. This disruption sustains a persistent pro-inflammatory state and establishes a positive feedback loop that amplifies inflammation [58]. Concurrently, it leads to diminished cytokine production and impaired vascularization, which collectively represent central mechanisms underlying the majority of pathological alterations observed in diabetic wounds [58]. Therefore, targeting ROS scavenging and enhancing oxygen supply to promote M2 macrophage polarization and angiogenesis has emerged as a key therapeutic strategy for the treatment of diabetic wounds.

In the last few years, MOFs have demonstrated considerable potential in the therapeutic application for diabetic wounds, owing to their high drug loading capacity, biodegradability, and stimuli-responsive drug release characteristics [59,60]. In particular, hybrid MOFs that integrate nanozymes with MOF structures offer a multifunctional platform for diabetic wounds and demonstrate significant therapeutic potential [22,61]. Nanozymes, a type of nano-material with highly efficient catalytic activity similar to that of biological enzymes (such as oxidases and peroxidases), have been extensively utilized in the generation and scavenging of ROS [62,63]. CeO_2_ nanozymes can promote wound healing by exhibiting superoxide dismutase- and catalase-like activities, which effectively eliminate excessive ROS [64,65]. In our present study, CeO_2_ also played the role of oxidases and peroxidases, effectively catalyzing the conversion of ROS into O_2_. This represents a dual-functional strategy that concurrently facilitates the clearance of ROS and promotes endogenous O_2_ regeneration. Zinc ions have been clinically proven to promote wound healing [66,67]. Among them, zinc oxide is widely used, and zinc oxide NPs has also been applied [68]. However, compared to zinc oxide, ZnO_2_ carries O_2_^2−^, which can react with water to produce O_2_. Zinc ions are highly versatile and contribute to tissue repair through multiple mechanisms. Zinc ions that are continuously released from zinc-imbued metal-organic frameworks can promote bone repair by enhancing collagen regeneration and reducing inflammation [69]. Zinc ions (Zn^2+^) action could promote macrophage polarization from M1 to M2 phenotype, thereby releasing cytokines conducive to tissue regeneration [70]. The increase in the intracellular zinc ion concentration can effectively elevate the phosphorylation level of STAT3, thus promoting the expression of downstream genes such as α-SMA and COL1, and further facilitating the healing of skin wounds [71]. ZIF-8 enhanced the antibacterial activity of chitosan by releasing antibacterial Zn^2+^in a pH-responsive and sustainable manner, thereby promoting the healing of diabetic wounds [72].

Given the biological significance of zinc ions and the oxygen-supplying capacity of O_2_^2−^, we integrated component ZnO_2_ into our system.

In summary, we have successfully synthesized a nanocomposite ZCZ which showed significant efficacy in promoting diabetic wound healing. The ZCZ possessed multifunctional properties including anti-oxidative stress, anti-inflammatory effects, continuous oxygen generation, and promotion of angiogenesis. It effectively eliminates excessive ROS from diabetic wounds and reduces oxidative stress levels. During the inflammatory response stage, it facilitates the polarization of macrophages from M1 to M2 phenotype via IL6/JAK2/STAT3 signaling pathway, thereby expediting the transition to the proliferative repair phase. In the repairing stage, our developed ZCZ remarkably enhanced angiogenesis and stimulated oxygen production within diabetic wounds, consequently ameliorated ischemic and hypoxic conditions and accelerated wound healing process. Intriguingly observations in vivo experiments demonstrated that ZCZ exhibited effectiveness not only in diabetic wounds but also in normal wounds, suggesting its broad application potential as a novel therapeutic strategy for non-diabetic wounds.

## Ethics approval and consent to participate

This study was approved by the Ethics Committee for Clinical Research and Animal Trials of the First Affiliated Hospital of Sun Yat-sen University (Guangzhou, China, approval number: lunshen [2021] 168).

## CRediT authorship contribution statement

**Yunxian Dong:** Conceptualization, Funding acquisition, Methodology, Project administration, Writing – original draft, Writing – review & editing. **Lei Ren:** Data curation, Methodology, Project administration, Writing – original draft. **Xiaoling Cao:** Data curation, Investigation, Methodology, Software. **Zhongye Xu:** Methodology, Software. **Zhongping Zhang:** Methodology, Software, Validation. **Jian Wang:** Investigation, Methodology. **Shiqi Wang:** Software, Writing – review & editing. **Zirui Zhao:** Methodology, Software. **Dongming Lv:** Methodology, Writing – review & editing. **Yongqing Li:** Validation, Writing – review & editing. **Hui Fu:** Software, Writing – review & editing. **Zhigang Meng:** Methodology, Writing – review & editing. **Jia Tao:** Project administration. **Peng Zhao:** Conceptualization, Data curation, Project administration, Writing – original draft, Writing – review & editing. **Bing Tang:** Conceptualization, Formal analysis, Funding acquisition, Methodology, Project administration, Writing – original draft, Writing – review & editing. **Qing Tang:** Conceptualization, Formal analysis, Methodology, Project administration, Visualization, Writing – original draft.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data will be made available on request.

# Supplementary material for: Metal organic framework based synergistic improvement of hypoxia for optimizing diabetic wounds healing
**Source:** Mater Today Bio. 2026 Apr 30;38:103169. doi: 10.1016/j.mtbio.2026.103169
**Supplement:** Multimedia component 1

**Supplementary information**

**Synergistic Improvement of Hypoxia via Enhancing Exogenous and Endogenous Oxygen Supply for Optimizing Diabetes Wounds Healing**

Yunxian Dong^1, 2, #^, Lei Ren^1, #^, Xiaoling Cao^1, #^, Zhongye Xu^3,#^, Zhongping Zhang^1^, Jian Wang^1^, Shiqi Wang^1^, Zirui Zhao^1^, Dongming Lv^1^, Yongqing Li^2^, Hui Fu^2^, Zhigang Meng^2^, Jia Tao^4^, Peng Zhao^5, *^, Bing Tang^1, *^, Qing Tang^1, *^

**Supplementary Figure**

**
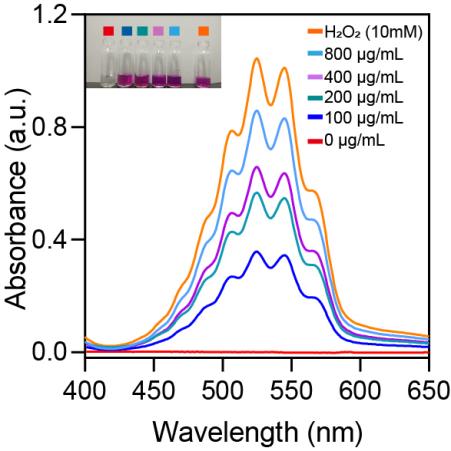
**

**Figure S1** The ability of ZnO_2_ to produce H_2_O_2_.

**
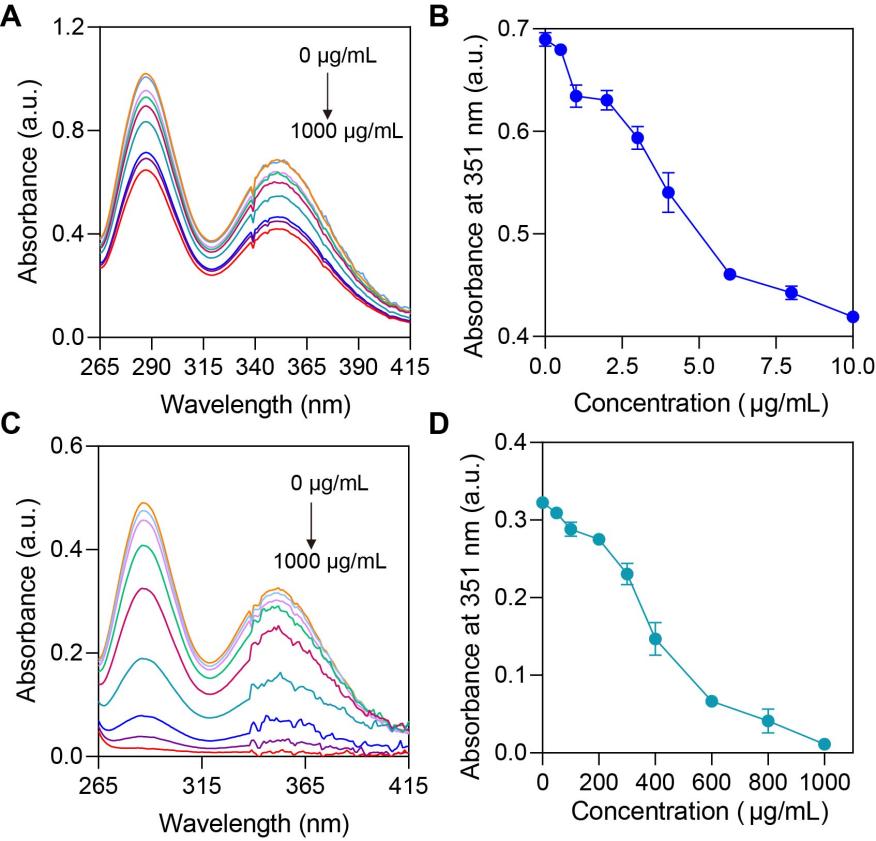
**

**Figure S2** The CAT-like activity of (A) CeO_2_ (0-1000 μg/mL) and the absorption peak value at 351 nm. The CAT-like activity of (C) ZCZ (0-1000 μg/mL) and the absorption peak value at 351 nm.

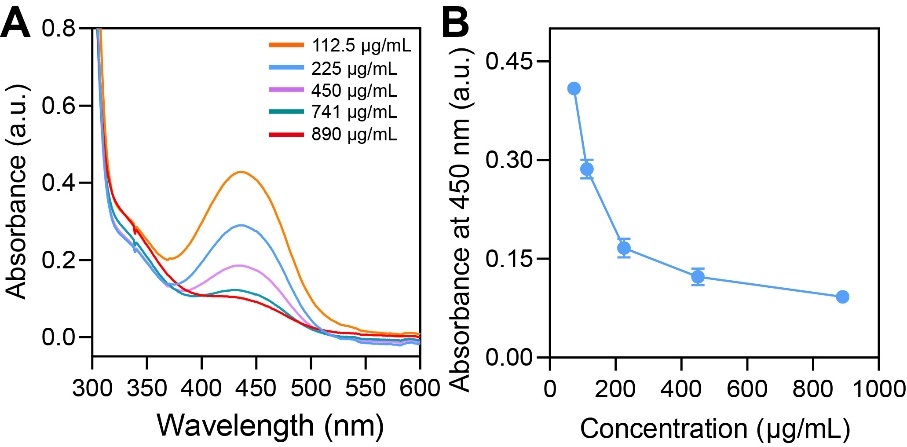

**Figure S3** (A)The SOD-like activity of ZCZ with different concentrations and (B)the absorption peak value at 450 nm.

**
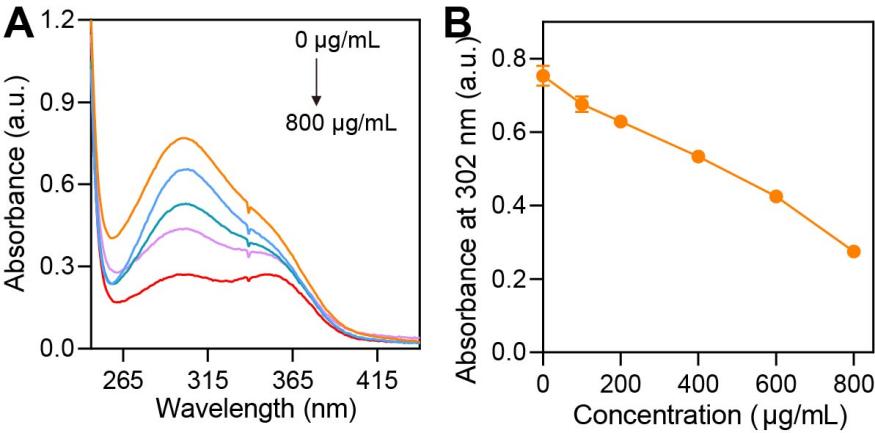
**

**Figure S4** (A)The capacity of ZCZ for the removal of reactive nitrogen species (RNS) including ONOO^-^ and (B) the absorption peak value at 302 nm.

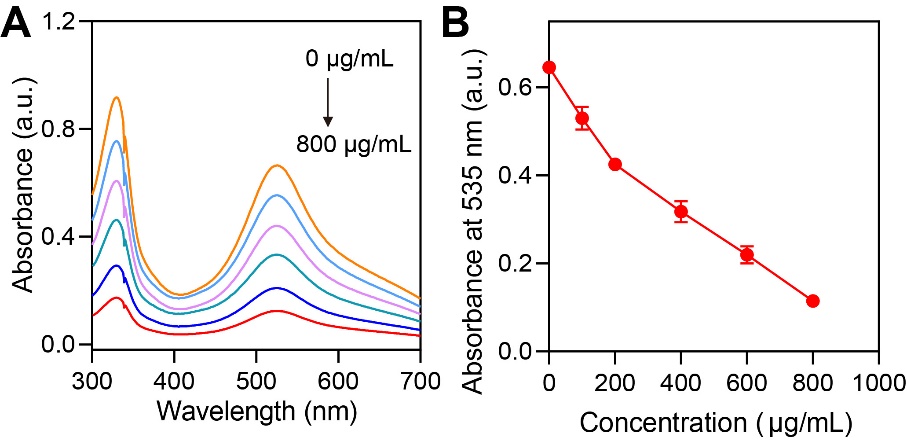

**Figure S5** (A)The scavenging ability of ZCZ against DPPH and the absorption peak value at 535 nm.

**
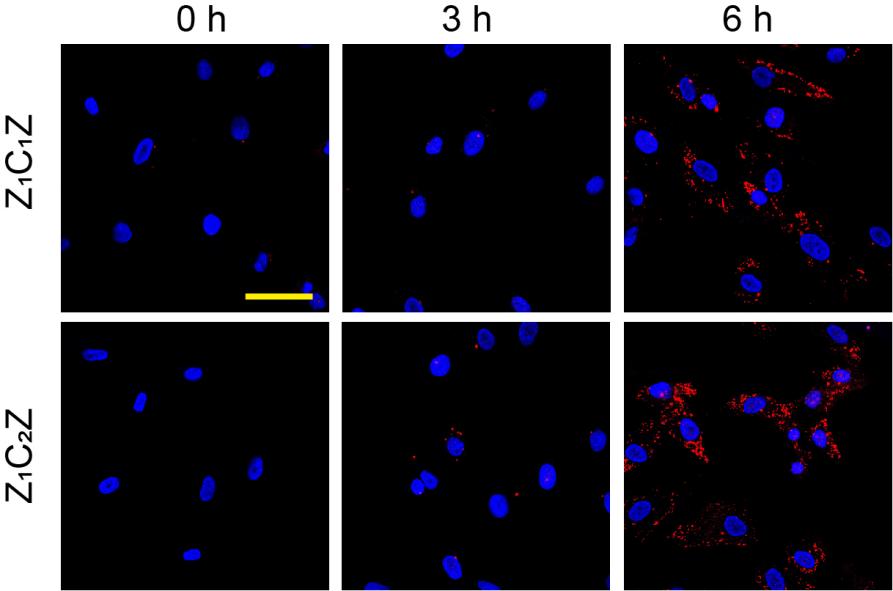
**

**Figure S6** Stained images demonstrating celler uptake of the three nanodrugs in HUVECs for 0-6 h. Scale bar: =20 µm.

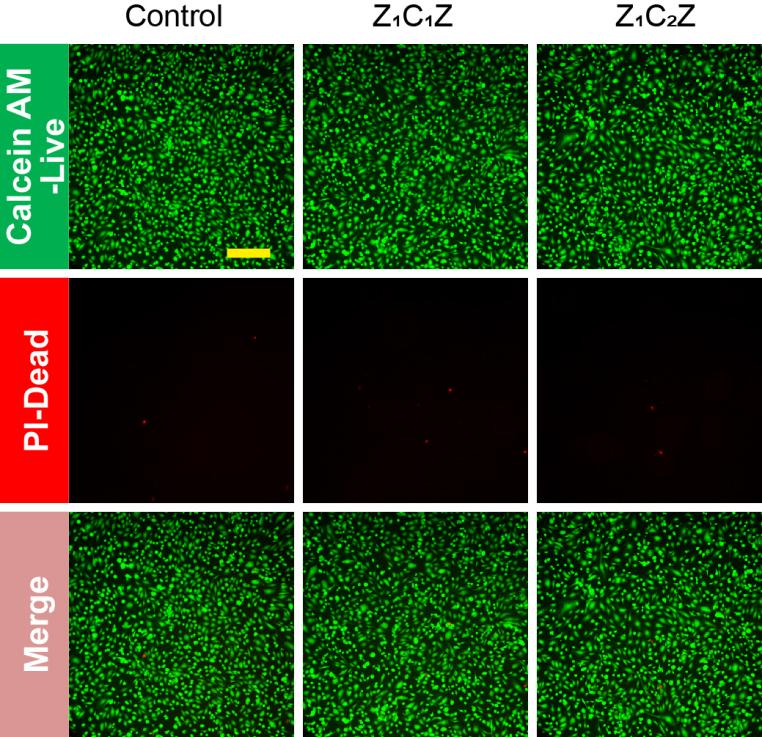

**Figure S7** Representative images of live (calcein, 2µM, green) or dead (propidium iodide, 8µM, red) HUVECs under different treatments. n=3. Scale bar: 200 µm.

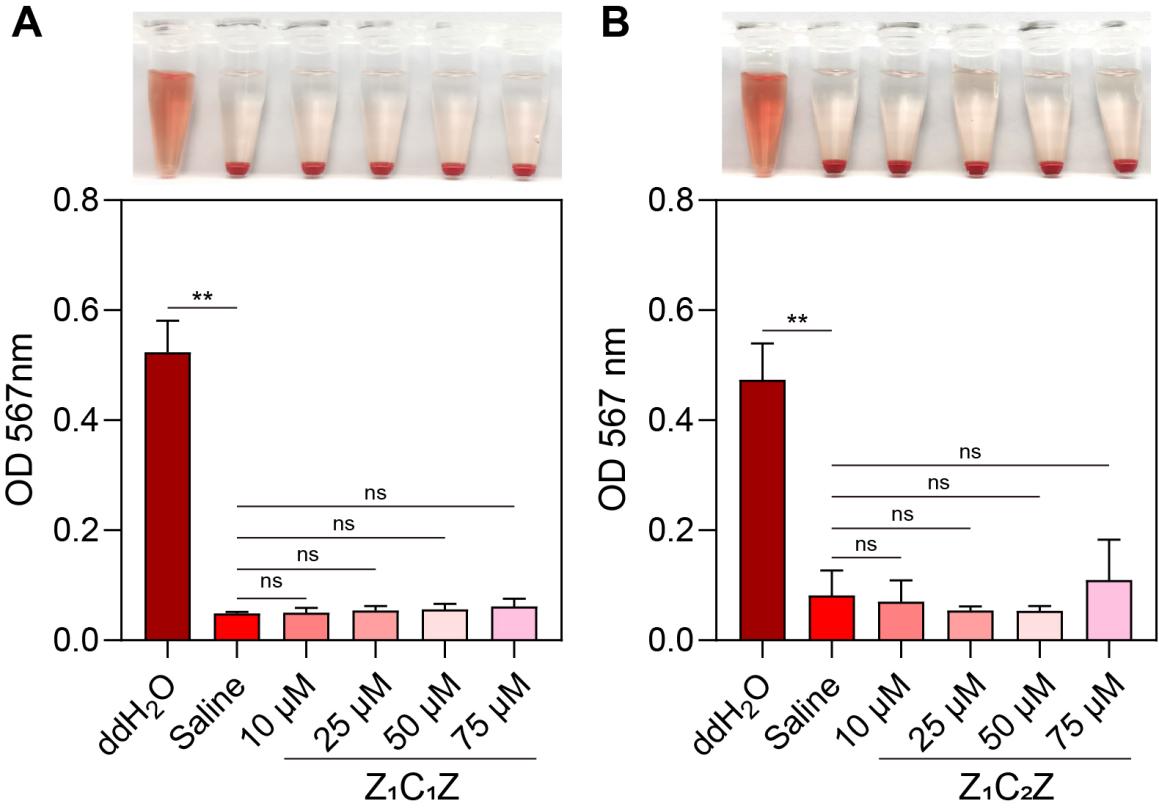

**Figure S8** Hemolysis test images of (A) Z_1_C_1_Z and (A) Z_1_C_2_Z with fresh C57 mouse erythrocytes. Quantitative analysis was performed by measuring the optical density of the sample at OD_567nm_. *p < 0.05, **p < 0.01, ***p < 0.01, ns, nonsignificant.

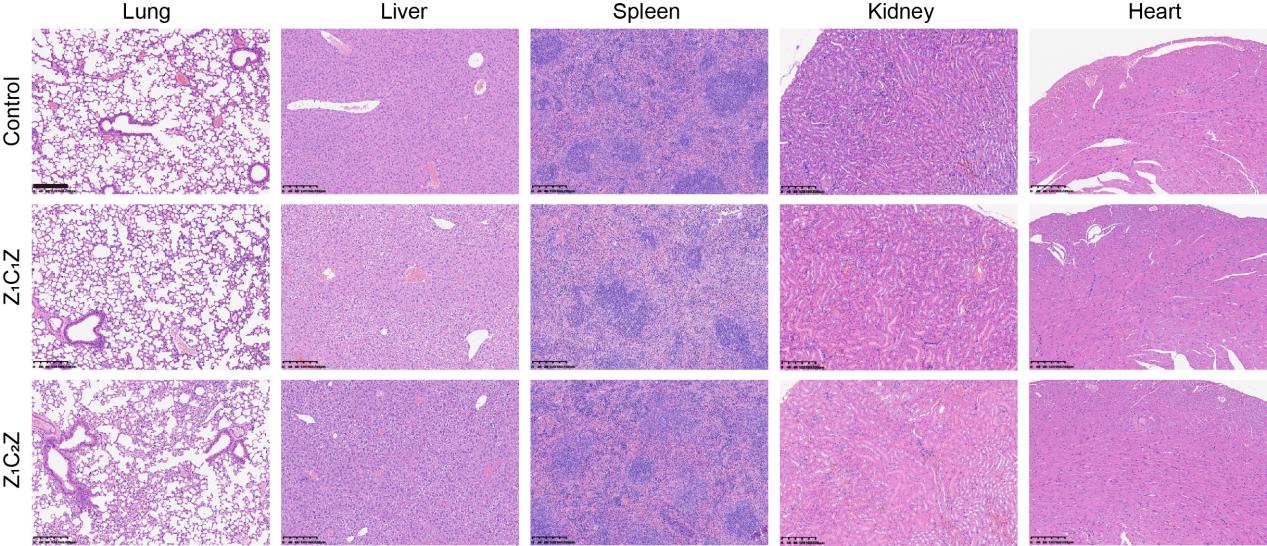

**Figure S9** HE staining of heart, liver, lung, spleen and kidney 14 days after different treatment with C57 mice. n=3. Scale bar: =200 µm.

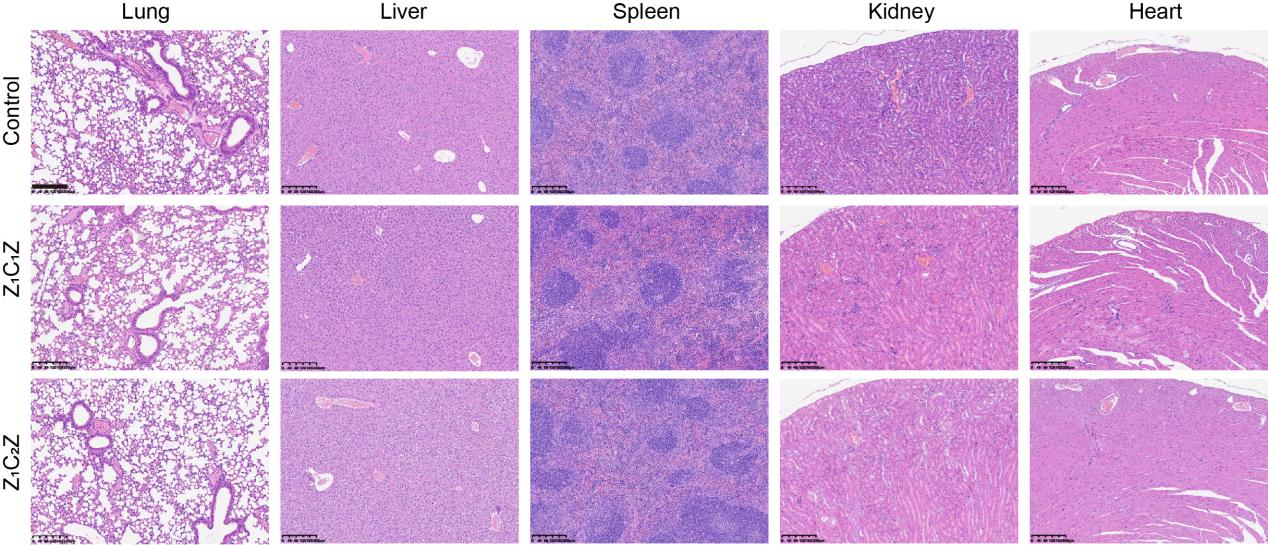

**Figure S10** HE staining of heart, liver, lung, spleen and kidney 14 days after different treatment with db/db diabetic mice. n=3. Scale bar: =200 µm.

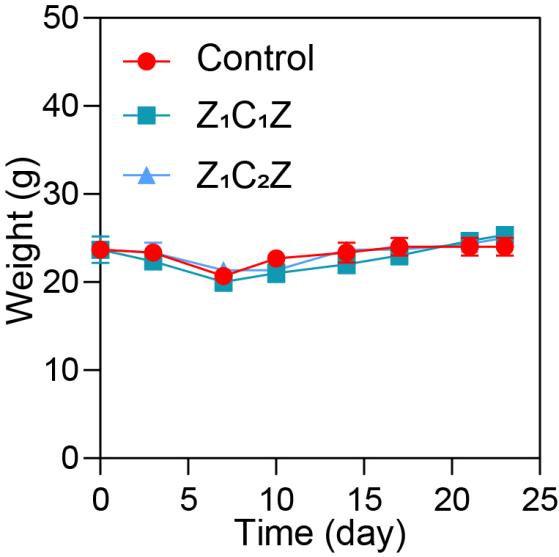

**Figure S11** Changes in body weight of C57 mice after Z1C1Z and Z1C2Z treatment.

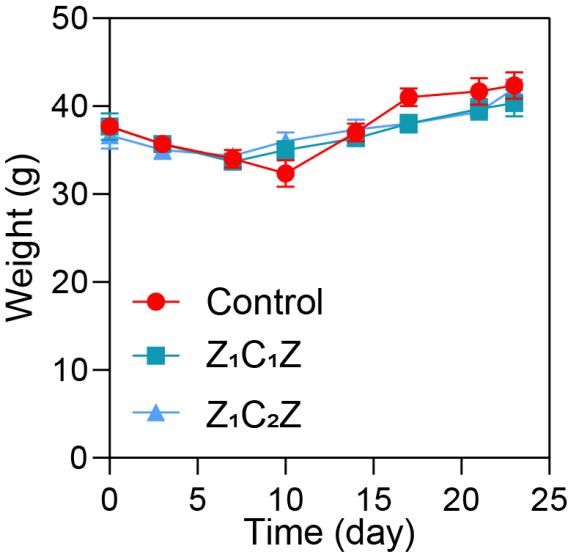

**Figure S12** Changes in weight of diabetic mice (db/db) after Z1C1Z, and Z1C2Z treatment.

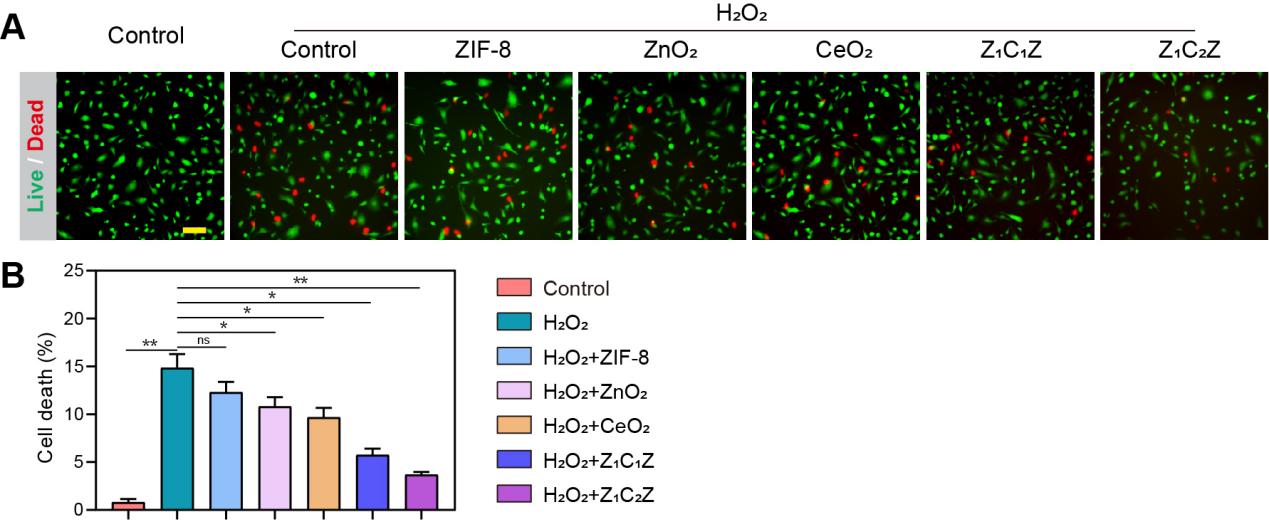

**Figure S13** Live/dead fluorescent images of HUVECs incubated with Z_1_C_1_Z and Z_1_C_2_Z (50 µg/mL) with or without H_2_O_2_ (5 mM). n=3. Scale bar: 100 µm. *p < 0.05, **p < 0.01, ***p < 0.01.

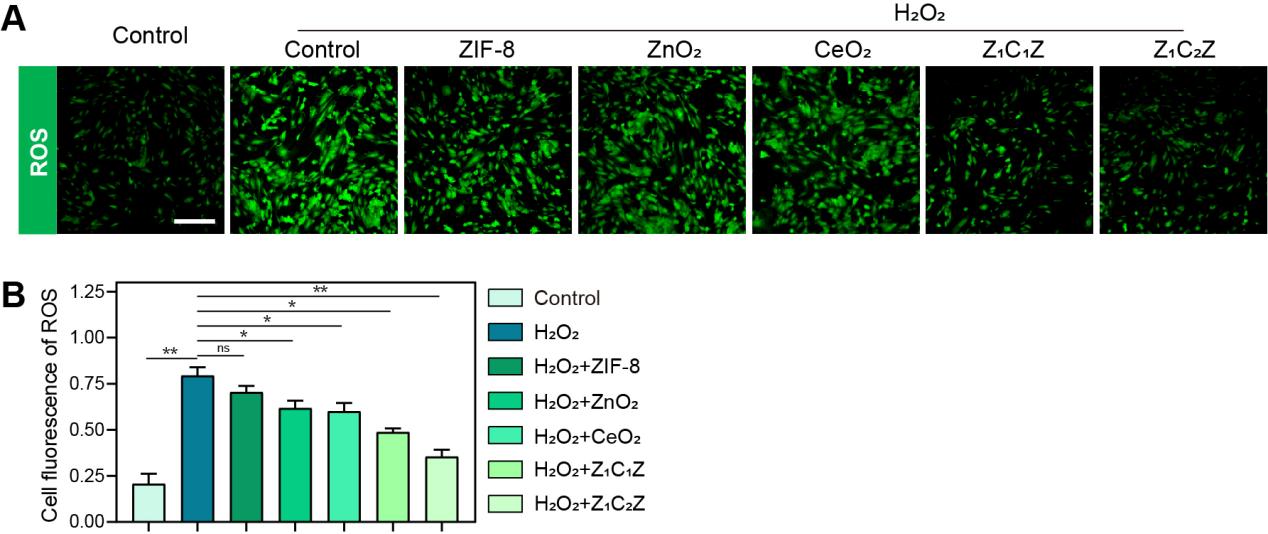

**Figure S14** Immunofluorescence images of DCFH-DA showed the effect of different drugs on ROS scavenging, n=3. Scale bar: 100 µm. *p < 0.05, **p < 0.01, ***p < 0.01.

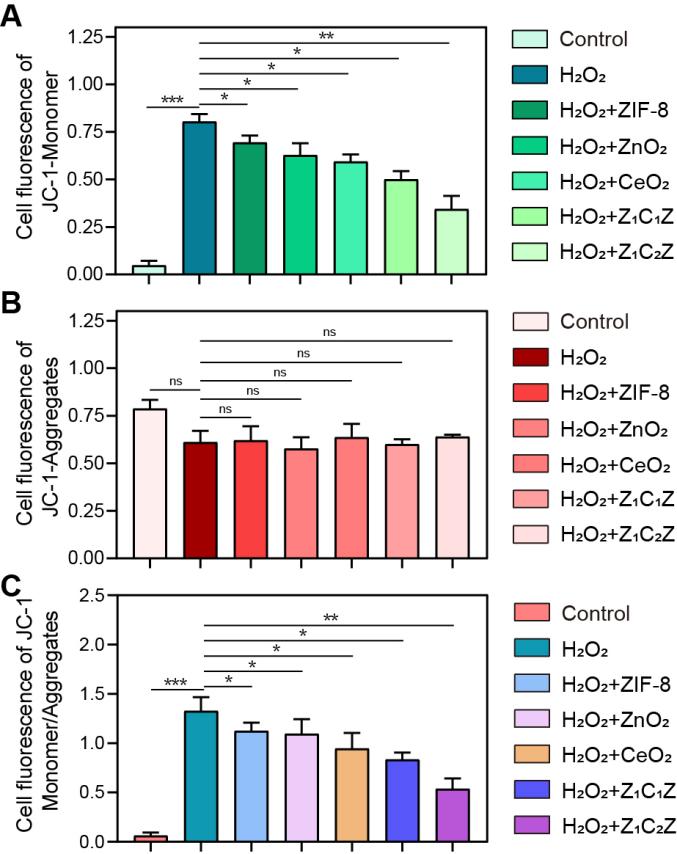

**Figure S15** Quantitative immunofluorescence analysis and ratio changes of JC-1 aggregates (red) and JC-1 monomers. *p < 0.05, **p < 0.01, ***p < 0.01, ns, nonsignificant.

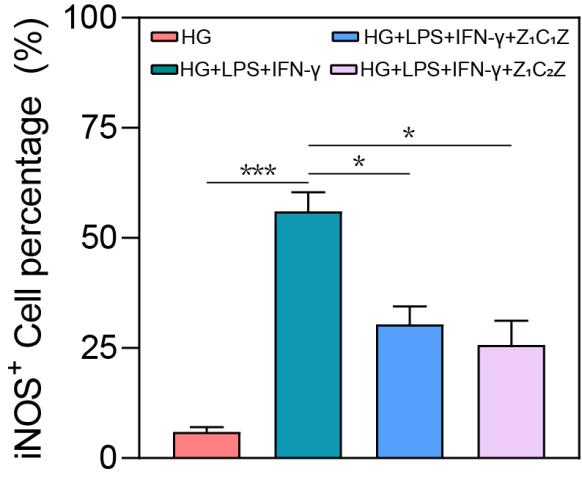

**Figure S16** Statistical analysis of immunofluorescence of iNOS in M1 macrophages. *p < 0.05, ***p < 0.01.

**
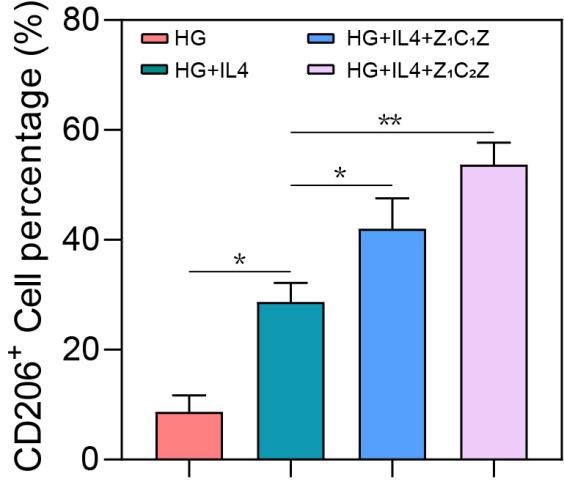
**

**Figure S17** Statistical analysis of immunofluorescence of CD206 in M2 macrophages. *p < 0.05, **p < 0.01.

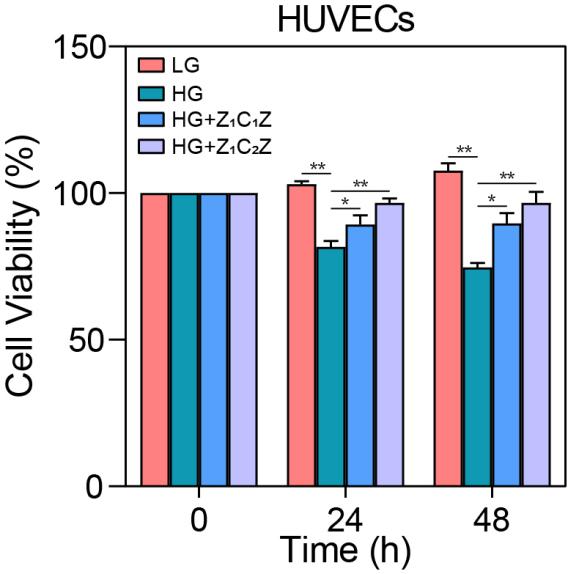

**Figure S18** CCK8 analysis of HUVECs cell viability in HG environment with different treatments. *p < 0.05, **p < 0.01.

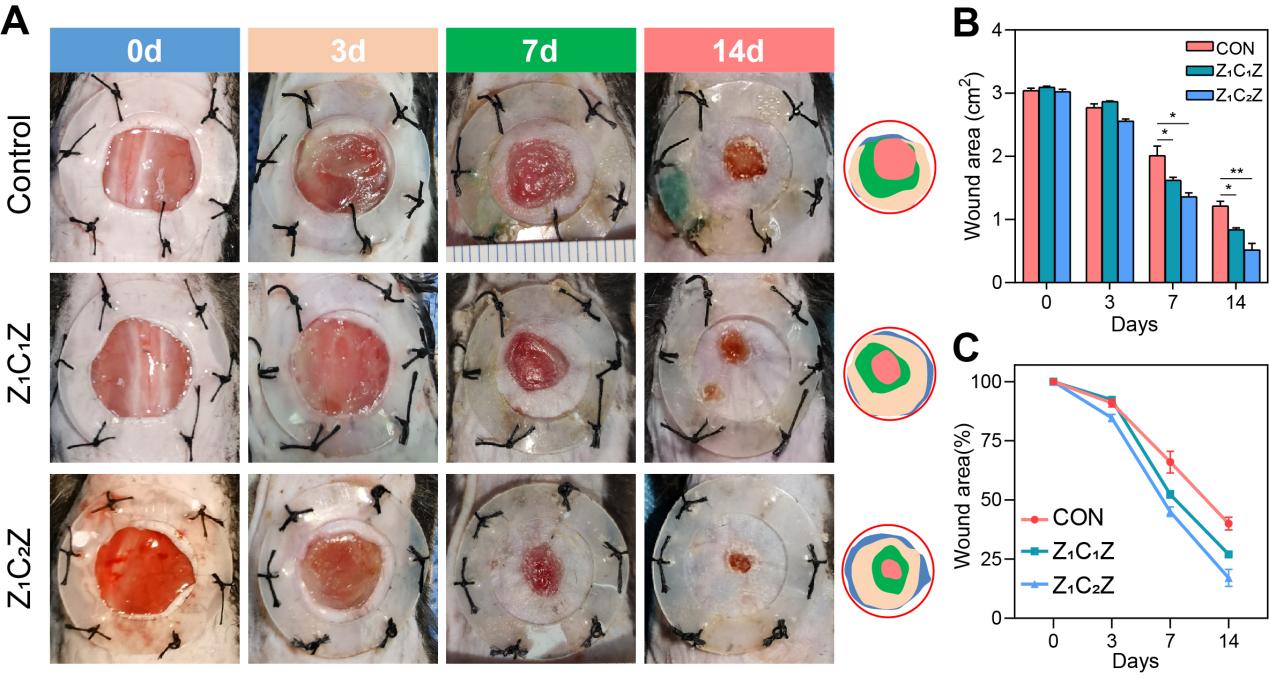

**Figure S19 Z1C2Z promoted wound healing in normal C57 mice** (A) Follow-up images of wound healing in normal C57 mice treated with Z_1_C_1_Z and Z_1_C_2_Z for 2 weeks in vivo. Quantitative analysis of the area (B) and percentage (C) of residual wound after 2 weeks of different treatments. Data are mean standard error of the mean, p values are based Student’s t test. *p < 0.05, **p < 0.01.

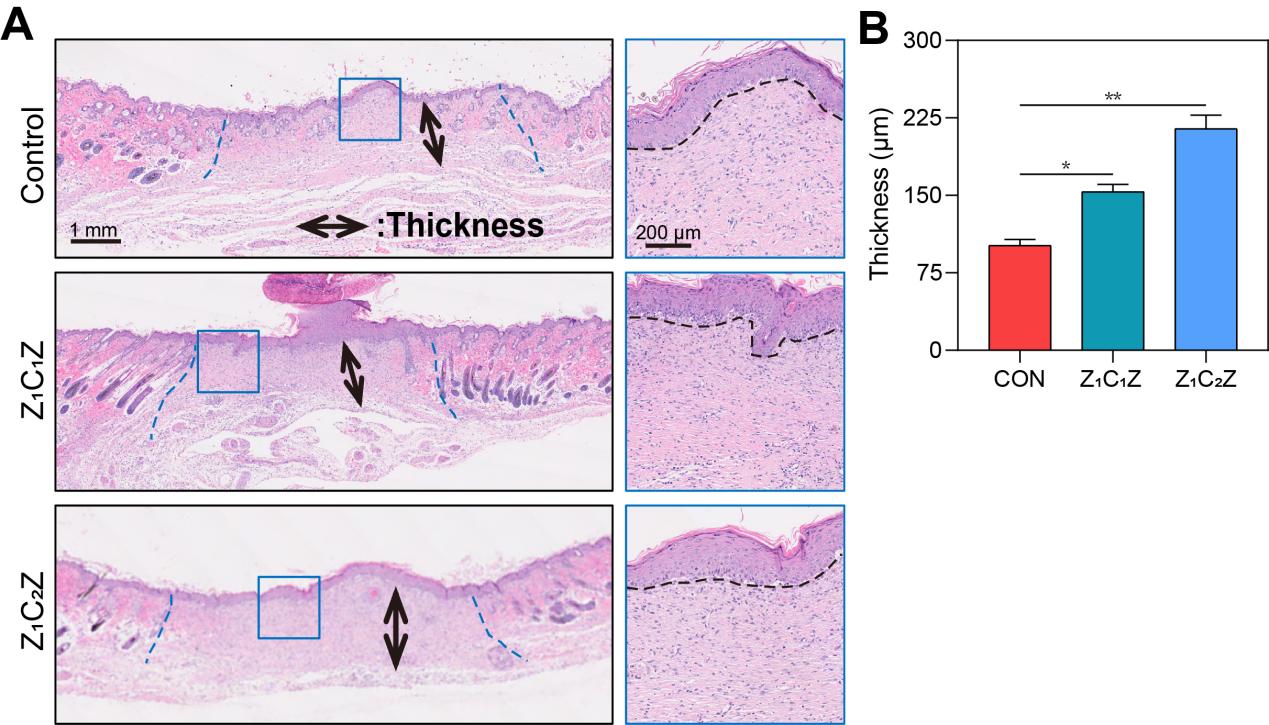

**Figure S20** Representative HE staining images of wound healing and dermal thickness after different treatments for 2 weeks. *p < 0.05, **p < 0.01.

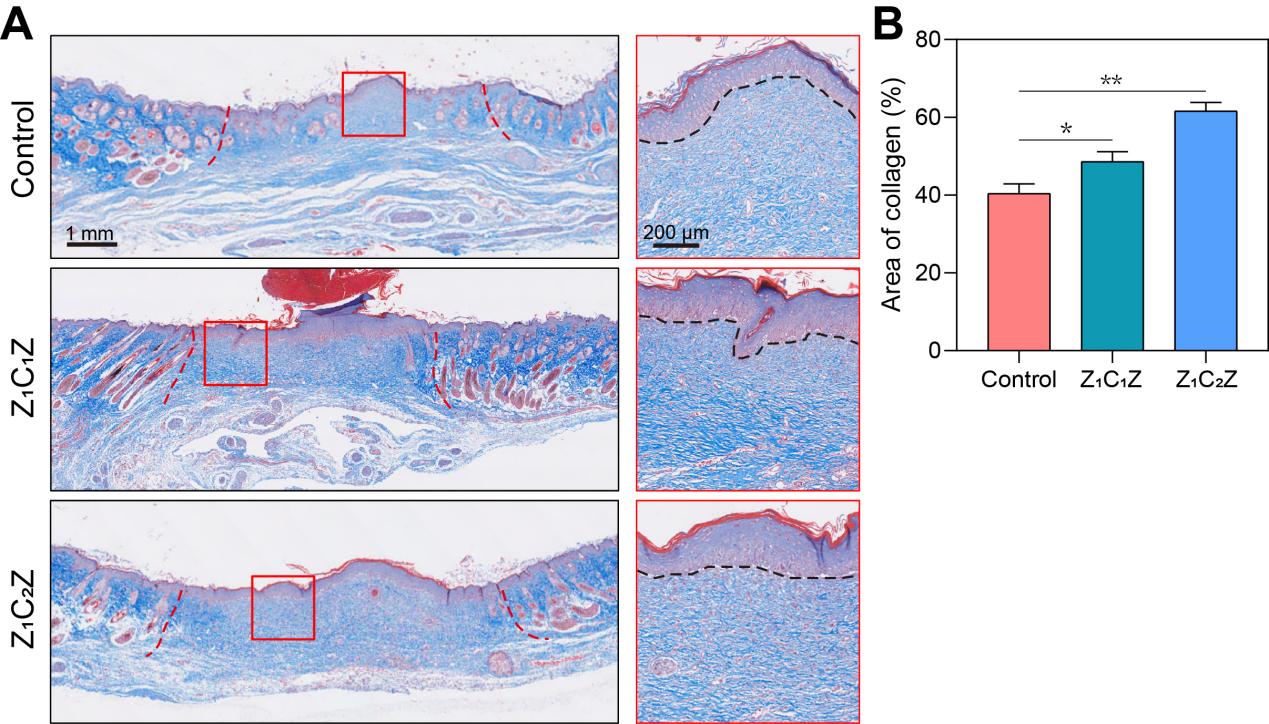

**Figure S21** Representative masson's trichrome staining images of wound healing and collagen content measurement after different treatments for 2 weeks. *p < 0.05, **p < 0.01.

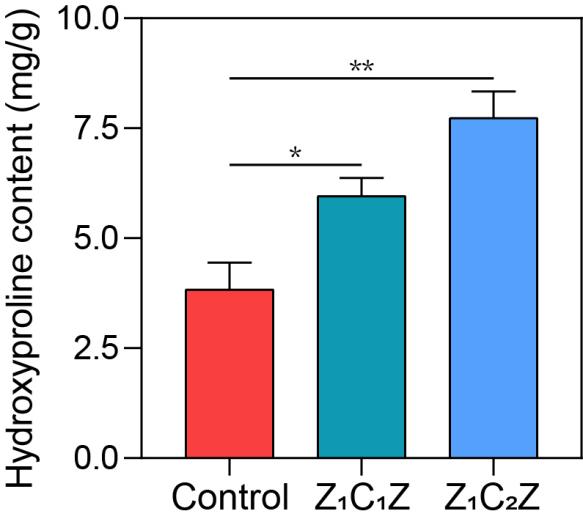

**Figure S22** Quantitative analysis of hydroxyproline determination in different C57 mouse groups. *p < 0.05, **p < 0.01.

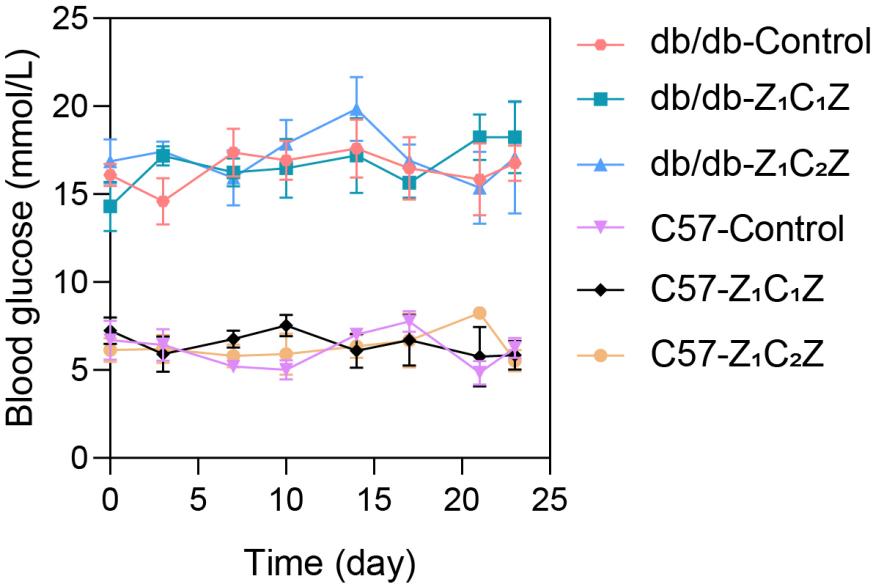

**Figure S23** Fasting blood glucose level changes in db/db mice after different treatment.

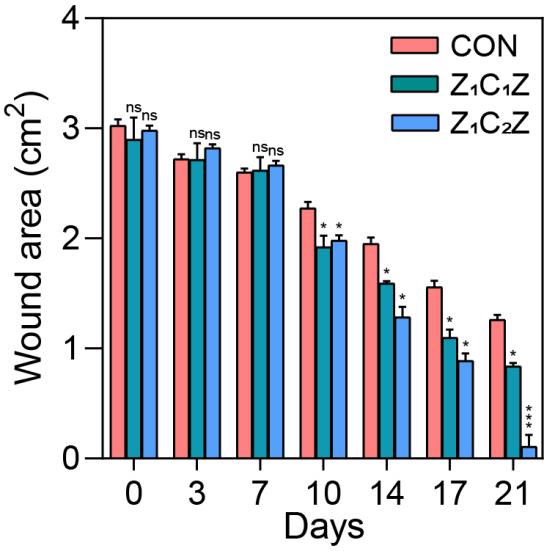

**Figure S24**Quantitative analysis of the area of residual wound during 3 weeks of different treatments. Data are mean standard error of the mean, p values are based Student’s t test. *p < 0.05, **p < 0.01, ***p < 0.01, ns, nonsignificant.

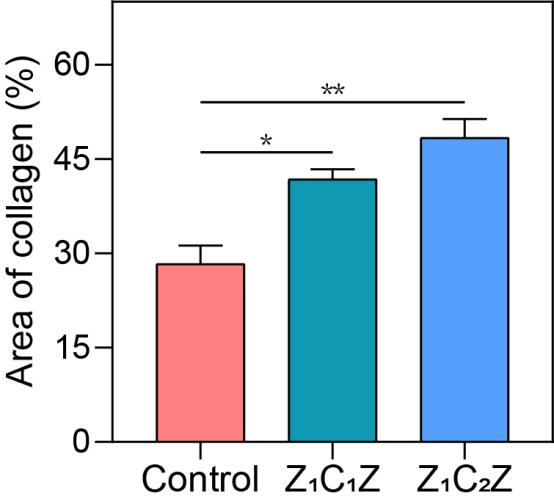

**Figure S25** Quantitative analysis of collagen content throuth masson staining in different diabetic mice groups. *p < 0.05, **p < 0.01.

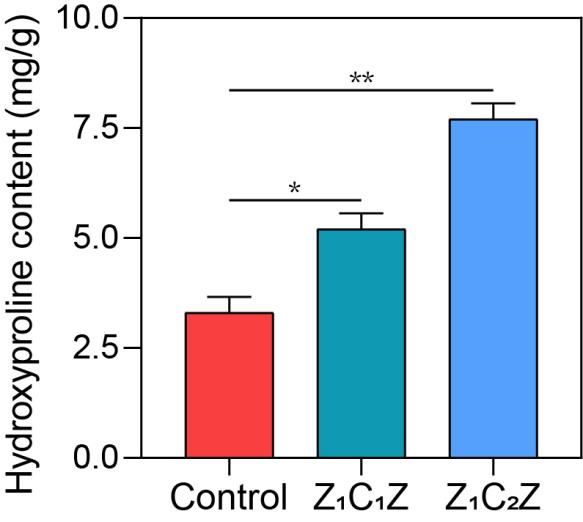

**Figure S26** Quantitative analysis of hydroxyproline determination in the dermis of different db/db mice groups after complete healing. *p < 0.05, **p < 0.01

How the deposited data were processed for this re-analysis (not part of the article)

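RNA from the wound skin of 4 control samples and 4 samples treated with Z1C2Z for 15 days was sequenced. The authors deposited raw counts of reads per gene in 1 table of 18540 genes, without normalization, with KEGG and GO annotation that they had added. The methods and the sample labels do not state the aligner, the counting program, the genome build, the annotation or the strand setting. The counting decides how reads shared by near-identical genes, such as keratin associated protein genes, were assigned, and this cannot be undone from the counts. The methods name the RNA Easy Fast Tissue/Cell kit and the labels name Trizol. The samples were assigned to groups by their titles, whose numbers match the sample names of Fig. 7A and Fig. 7E.

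The total was between 28856790 and 38974888 counts per sample. At this depth a gene with 10 counts in a sample is measured with large counting error, and Ifng, Il4, Il17a and Il17f did not pass the low-count filter. The table held 0 columns of per-sample values that were not used.

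Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr (15147 genes), normalized by the TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with no covariates. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds printed in Fig. 7B. The methods give a fold change of 2 or an unadjusted threshold and name no test for the sequencing data, and the statistics section names an unpaired test for 2 groups in general. Log2 CPM values were computed with a prior count of 2. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. For single genes, an exact two-sided permutation test over the 70 arrangements of 4 samples against 4 was added.

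Enrichment of lower genes used a one-sided hypergeometric test on the deposited KEGG annotation for pathways with at least 3 tested genes. The enrichment score of Fig. 7C is not defined in the paper's text, so only the pathways were compared. Reactome membership was not used here. Hand-written gene lists with at least 4 tested genes were tested with limma's camera test at an inter-gene correlation of 0.01.

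The text names the genes of Fig. 7E and other genes the paper names, members of the pathways or lists of a claim that are among the lower genes, the 5 largest rises and 5 largest falls among called genes whose groups do not overlap, the 3 called genes per direction with the smallest adjusted p (ties ordered by unadjusted p), and up to 6 members of a tissue list with the highest mean expression. Of the genes that this rule selects, 1 is not reported here. This rule, the tests at the claims and the alternatives were fixed before the data were examined, unlike the order within ties and the tests of explanations in the closing section.

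The steps were tested on simulated counts for 15147 genes, with the dispersion of each gene taken from the data. Of 200 genes changed by a log2 fold change of 2, 193 (96.5%) were recovered with the right sign, while 7 unchanged genes were called. The 216 calls in all also held genes of a list of 20 that was lowered on purpose. A second run at a dispersion of 0.02 recovered 200 changed genes and called 13 unchanged genes. Both runs counted calls at an adjusted p under 0.05 alone, without the fold change threshold. Each gene was drawn independently, so differences between samples that many genes share were not simulated. Recovery in the data may therefore be lower.

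The alternatives were DESeq2 1.42.0 in place of edgeR, RLE size factors in place of TMM, no low-count filter, at least 10 counts in every sample, the sample number as a block, a skeletal muscle score as covariate, each sample left out in turn, an unadjusted p, all tested genes as the background of the enrichment, limma's fry test and a correlation estimated for each list. The pairing in the block comes from the sample numbers 1, 2 and 5, which occur in both groups. Control-3 and Z1C2Z-4 have no partner and add nothing to the group difference with the block, which rests on 3 pairs. The paper does not describe samples as paired, but it made a pair of wounds on each mouse, so a shared mouse is not excluded. GC content and transcript length, used in 1 check, came from GENCODE's mouse annotation matched by symbol.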

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

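All tests of explanations in this part, apart from the comparison with other splits of the samples, were chosen only after the result was seen.

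Within a group of 4 samples, 1 sample lay far from the other 3 in 13 of 172 groups of values tested with Dixon's ratio of gap to range, where chance gives 8.6. The ratio was 0.831 for Tlr4 in control-1, 0.893 for Nfkb2 in control-5, 0.917 for Tgfb1 in control-5, 0.929 for Adgre1 in control-3, 0.888 for Krtap6-3 in control-1 and 0.957 for Rdh8 in control-5. It was 0.865 for Tnfrsf13c in control-3, 0.893 for Il1rl1 in control-5, 0.864 for Il2ra in control-5 and 0.947 for Tnfsf11 in Z1C2Z-5. For Rdh8 in Z1C2Z-4 the ratio was 1, which rests on 1 count against 0 in the other 3 samples. Among gene lists, the ratio was 0.874 for the fibroblast matrix genes in control-1 and 0.845 for the NRF2 antioxidant genes in control-5. Of the 13, 6 fell on control-5, the sample with high Il6, Cxcl1 and Nos2 counts. No explanation was tested for these single samples, and the number is close to what chance gives.

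Genes of the hair follicle, which the paper does not discuss, were higher in the Z1C2Z group, with a mean log2 fold change of 3.21 over 27 genes (adjusted p = 5.4e-16 in limma's camera test). Over 15 alternatives the adjusted p lay between 7.8e-32 and 0.331, the highest with the correlation estimated for each list, and the mean was 1.66 with the skeletal muscle score as covariate. The mean log2 CPM was 2.86, 4.44, 5.54 and 3.10 in control-1, control-2, control-3 and control-5, and 7.10, 8.28, 8.18 and 5.74 in Z1C2Z-1, Z1C2Z-2, Z1C2Z-4 and Z1C2Z-5. A difference in library size was tested by thinning all libraries to the smallest total, which left a mean of 3.21. Thinning can hardly move normalized values, so this test says little, and the totals of the groups overlapped. GC content and transcript length were tested by removing their trend, which left a mean of 3.15 over the 26 genes with both values. Reads shared between near-identical keratin genes were tested on 8 hair genes outside the keratin families, which also rose (adjusted p = 1.1e-06 in camera). A difference in sex was tested on 4 Y-linked genes, whose smallest count in any sample was 801. The 10 most abundant genes took a share of counts that was lower by 1.53 percentage points in the Z1C2Z group (difference -1.53), with overlapping groups. More hair-bearing skin in the Z1C2Z biopsies was tested with genes of the follicle bulge and of the sebaceous gland, whose means were 0.43 and 0.37 (adjusted p = 0.120 for both in camera). How to read this test was settled after its values were seen, because both means were above 0 without passing the threshold. The rise may reflect treated wounds entering a growth phase of hair, as a hypothesis, but it cannot be told apart from more hair-bearing skin in the treated biopsies. Among the 8 splits of the samples that part the 3 same-numbered pairs, 1, the real one, gave a mean as large, which is the smallest share that this comparison can give. Over all 35 splits it was also 1. The largest mean of any other of the 35 splits was 3.10.

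Proliferation genes were also higher in the Z1C2Z group, with a mean log2 fold change of 0.19 (adjusted p = 0.00150 in camera) and groups that did not overlap, a signal that the paper does not report from its sequencing. With the correlation estimated for each list the adjusted p was 0.421 in camera, the highest in a range from 4.3e-05 over 15 alternatives. The mean was 0.34 with the hair follicle score as covariate (adjusted p = 2.5e-08 in camera) and 0.35 with the skeletal muscle score (adjusted p = 4.3e-05 in camera). Neither score overlaps between the groups, so the tissue composition of the biopsies remains as an explanation, and no biological explanation was tested.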

How the results depend on the processing

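No test in this part was chosen after the result was seen. The cause of the changes below was not tested.

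Against 326 higher and 189 lower genes, RLE factors gave 316 and 188, no low-count filter 347 and 193, and at least 10 counts in every sample 234 and 176. DESeq2 gave 490 and 345, and an unadjusted p 496 and 409. The skeletal muscle covariate gave 0 and 0, with 2145 genes at an unadjusted p under 0.05 and a muscle score that does not overlap between the groups. Leaving out each of the 8 samples in turn gave from 0 to 463 higher and from 0 to 316 lower genes, with 3100 to 4914 genes at an unadjusted p under 0.05. All 515 called genes kept their direction in these 8 fits and with the muscle covariate. This says little, because the genes were selected for their change in these same samples. DESeq2 shared 322 of the higher and 189 of the lower genes.

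With the replicate block, 271 genes were higher and 184 lower, and 217 and 127 of these were among the genes called without it. At an adjusted p alone, the block gave 301 higher and 253 lower genes. The NF-kappa B signaling pathway was 4.35-fold enriched with the block (adjusted p = 0.0251, within 0.0251 to 1 over 11 alternatives). The block also turned the sign of Tnf (0.22), Adgre1 (0.0317), the zinc list (-0.00312) and the keratinocyte list (-0.0396).

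At an adjusted p alone, against 648 higher and 583 lower genes, DESeq2 gave 1243 and 1513, an unadjusted p 1946 and 2302, and the skeletal muscle covariate 0 and 0. Leaving out samples gave from 0 to 886 and from 0 to 868.

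Leaving out samples gave a 2.94-fold to 8.20-fold enrichment of the TNF signaling pathway and a 2.47-fold to 4.60-fold enrichment of the JAK-STAT signaling pathway. Both lost the threshold without control-1 or control-2. No enrichment could be computed with the skeletal muscle covariate or in the 4 fits without control-5, Z1C2Z-1, Z1C2Z-2 or Z1C2Z-4, which called no lower gene.

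With the correlation estimated for each list, the M1 (-1.39) and IL6, JAK and STAT3 (-0.99) lists had an adjusted p of 0.331 in camera, the highest over their 15 alternatives. The M2 list (-0.47) had 0.421 with it and 0.167 with fry, within 0.00256 to 0.421. With the skeletal muscle covariate, the IL6, JAK and STAT3 list fell to -0.63 (adjusted p = 0.0508, within 4.4e-06 to 0.331) and the M2 list turned to 0.38. The M2 mean lay from -0.60 to -0.16 with samples left out.

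With the same covariate Mrc1 (0.14), Arg1 (1.02), Myh4 (0.55), Myl1 (0.37), Tnnt3 (0.42), Atp2a1 (0.32) and the skeletal muscle list itself (0.0787) turned positive. The zinc list was -0.0572 without a low-count filter. With samples left out it lay from -0.12 to 0.18, the keratinocyte list from -0.00890 to 0.12, Tnf from -0.28 to 0.14 and Sod1 from -0.00820 to 0.17.

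With the muscle covariate the smallest adjusted p of any gene was 0.252, so none of the 69 named genes tested passed. Of these genes, 45 had passed in the main fit. With the replicate block 10 fell short of the threshold, while 4 passed it newly with the block and 11 with DESeq2. Of the 14 other lists, 11 fell short with the estimated correlation. The remaining 3 had not passed in the main fit, so none of the 14 passed with it. With fry 6 fell short. Ifng, Il4, Il17a and Il17f did not pass the low-count filter, and DESeq2 gave them an adjusted p of 0.955, 0.847, 0.509 and 0.649.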

Differences from the paper's values

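None of the comparisons with the paper in this part was given a test of its cause.

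Without a threshold on fold change, 583 genes were lower in the Z1C2Z group at an adjusted p under 0.05, against about 970 in the paper (Fig. 7B, read by eye). Among the alternatives set before the data were examined, the fits without control replicate 1 (868 genes) and without Z1C2Z replicate 5 (859 genes) came within 1.5 times the paper's value. The fits with RLE factors (586), no low-count filter (545), at least 10 counts in every sample (555), a replicate block (253), a skeletal muscle covariate (0, with 2145 genes in either direction at an unadjusted p under 0.05), DESeq2 (1513), an unadjusted p (2302) and the other 6 samples left out in turn did not.

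The paper's text on the sequencing states that IFNγ, IL1β, IL6 and TNF rose in the ZCZ group. Its protein results have the other direction. By ELISA, TNF-α, IL1β and IL6 were lower in treated wounds, and IL6 staining was higher in the control group. The difference from the counts of Il6 and Il1b thus concerns that statement and not the protein results. In the counts, Il6 had a log2 fold change of -5.51 and Il1b of -1.81, Tnf had -0.11, and Ifng had 7 to 13 counts per Z1C2Z sample against 4 to 22 per control sample. No alternative gave a rise of Il6 or Il1b, with highest log2 fold changes of -2.79 and -1.46. With a replicate block Tnf had 0.22, and its highest value with a sample left out was 0.14.

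Fig. 7E draws IL10 higher in Z1C2Z-1, Z1C2Z-4 and Z1C2Z-5, whereas the text states that it was low. Il10 had 14, 17 and 31 counts in these samples against 27 to 81 in the control samples, and its log2 fold change was -1.24. Fig. 7E also draws TNF above average in Z1C2Z-4, where Tnf had 32 counts, the lowest of the 8 samples.

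The paper lists the NF-kappa B and AGE-RAGE signaling pathways among those enriched. Their unadjusted p in the hypergeometric test was 0.0604 and 0.184, and their adjusted p was 0.740 and 1. With a replicate block the adjusted p was 0.0251 and 0.102, where the NF-kappa B signaling pathway passed the threshold. The ranges over 11 alternatives were 0.0251 to 1 and 0.102 to 1, without the fits that called no lower gene. A hand-written list of NF-kappa B and TNF target genes, which is not the pathway, was lower, with a mean log2 fold change of -1.85 (adjusted p = 7.2e-09 in camera).

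The paper states that ZCZ promoted M2 polarization in the wounds. The M2 marker genes had a mean log2 fold change of -0.47, and of 0.38 with a skeletal muscle covariate (adjusted p = 0.367 in camera, within 0.00256 to 0.421 over 15 alternatives). With a hair follicle score as covariate, chosen after seeing the values, the mean was 0.56 (adjusted p = 0.0286 in camera). Both scores differ between the groups without overlap, so these fits cannot separate them from the treatment.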

Other observations

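All tests of explanations in this part, apart from the comparison with other splits of the samples, were chosen only after the result was seen.

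Among the 8 splits of the samples that part the 3 same-numbered pairs, 1, the real one, gave as many higher genes, and 1 as many lower genes, at an adjusted p under 0.05 and an absolute log2 fold change over 1. The count was also 1 of 8 for the genes higher and 1 of 8 for the genes lower at an adjusted p under 0.05 alone. It was 1 of 8 for the means of the M1, M2 and IL6, JAK and STAT3 lists, and 1 of 8 for the enrichment of the TNF, NF-kappa B, JAK-STAT and AGE-RAGE signaling pathways. A share of 1 in 8 is the smallest this comparison can give, so it could not exclude a division of the 8 samples that arose by chance. The other 27 of the 35 splits keep at least 1 same-numbered pair together. Over all 35 splits, the real one was 1 of 35 for each of these results except the M2 list (2 of 35), and 0 genes had an adjusted p under 0.05 in any other split. At an unadjusted p under 0.05 the other splits had between 54 and 3514 genes, against 4248 for the real one. With no gene called in the other splits, no pathway could be enriched in them, so the place of the 4 pathways was fixed by the gene counts and says nothing more about their enrichment. The largest other means were 1.33 for M1, 0.49 for M2 and 0.90 for the IL6, JAK and STAT3 list, in size, against 1.39, 0.47 and 0.99 for the real split.

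With the hair follicle score of each sample as a covariate, 1 gene had an adjusted p under 0.05, and 643 had an unadjusted p under 0.05. The mean log2 fold change was then -0.57 for the M1 list (adjusted p = 0.0368 in camera) and 0.56 for the M2 list (adjusted p = 0.0286 in camera). It was 0.0975 for the IL6, JAK and STAT3 list (adjusted p = 0.988 in camera) and -0.22 for the STAT3 target list (adjusted p = 0.100 in camera). The IL6 family list had 0.46 (adjusted p = 0.0233 in camera) and the NF-kappa B and TNF target list 0.11 (adjusted p = 0.231 in camera). With the skeletal muscle score as covariate, the M1 list had -1.42 (adjusted p = 0.000175 in camera, within 7.2e-06 to 0.331 over 15 alternatives). The NF-kappa B and TNF target list then had -1.21 (adjusted p = 6.9e-05 in camera, within 3.1e-13 to 0.331). The M1 list was thus lower with either score. Neither score overlaps between the groups, so these models cannot separate the scores from the treatment. The lower inflammatory genes as a whole cannot be told apart from a difference in the tissue composition of the biopsies.

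Melanocyte genes, chosen after the hair result was seen, had a mean log2 fold change of 1.74 (adjusted p = 2.1e-07 in camera), with groups that did not overlap. Skeletal muscle genes had a mean of -0.68 (adjusted p = 1.5e-11 in camera). The skeletal muscle score was 5.99 to 6.79 in the control samples and 5.58 to 5.95 in the Z1C2Z samples. Fibroblast matrix genes had a mean of -0.66 (adjusted p = 6.8e-10 in camera). With the hair follicle score as covariate the means were -0.23 for skeletal muscle (adjusted p = 0.0208 in camera) and -0.55 for the matrix genes (adjusted p = 1.6e-08 in camera). The matrix genes had -0.92 with the skeletal muscle score (adjusted p = 4.0e-12 in camera, within 4.0e-12 to 0.331 over 15 alternatives). Tissue composition remains as an explanation for these lists, and no other was tested.

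Genes that hypoxia induces had a mean log2 fold change of -0.54 in the Z1C2Z group (adjusted p = 0.000304 in camera), without overlap. Shared membership with inflammatory and glycolysis genes was tested by leaving those genes out, and the other 13 genes had a mean of -0.50 (adjusted p = 0.0155 in camera). A lower hypoxia response in treated wounds is a candidate explanation, but among the 8 splits that part the same-numbered pairs the real one, 1 of 8, is the smallest share possible. With the skeletal muscle covariate the mean was -0.20 (adjusted p = 0.427 in camera, within 6.6e-08 to 0.427 over 15 alternatives), and with the hair follicle score it turned to 0.17 (adjusted p = 0.168 in camera), so the tissue composition of the biopsies remains as an explanation. Hif1a itself had a log2 fold change of -0.81 (edgeR adjusted p = 0.0303), from 667 ± 40.1 CPM (SD, n = 4) to 380 ± 91.9 CPM (SD, n = 4). With the replicate block its edgeR adjusted p was 0.0763, within 0.000142 to 0.376 over 14 alternatives.

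Release of zinc from the framework was tested with 8 genes that zinc induces, which did not rise (mean 0.06, adjusted p = 0.801 in camera). Induction of the NRF2 response was tested with 22 antioxidant genes, which did not rise either (mean -0.27, adjusted p = 0.124 in camera). The antioxidant genes were lower in all 4 Z1C2Z samples and passed the threshold with the replicate block (adjusted p = 0.0462 in camera, within 0.0462 to 0.486 over 15 alternatives). Both hold for the wound skin after 15 days of treatment, and earlier times were not sequenced.

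Of the vessel markers that the paper measures as proteins, Acta2, which encodes α-SMA, had a log2 fold change of -0.66 (edgeR adjusted p = 0.0377). It fell from 334 ± 63.7 CPM (SD, n = 4) to 211 ± 25.6 CPM (SD, n = 4). With the replicate block its edgeR adjusted p was 0.145, within 0.00129 to 0.252 over 14 alternatives. Pecam1, which encodes CD31, had -0.80 (edgeR adjusted p = 0.111, within 0.0304 to 0.327 over 14 alternatives). The collagen gene Col1a1 had -0.57 (edgeR adjusted p = 0.111, within 0.0290 to 0.471 over 14 alternatives). For both, the lowest value was that of DESeq2. A list of 18 endothelial genes had a mean of -0.65 (adjusted p = 0.000304 in camera), with groups that overlapped. The block gave this list -0.51 (adjusted p = 0.000307 in camera, within 2.1e-08 to 0.452 over 15 alternatives). No explanation was tested for these genes.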
